# The dynamics of gene expression changes in a mouse model of oral tumorigenesis may help refine prevention and treatment strategies in patients with oral cancer

**DOI:** 10.18632/oncotarget.8321

**Published:** 2016-03-24

**Authors:** Jean-Philippe Foy, Antonin Tortereau, Carlos Caulin, Vincent Le Texier, Emilie Lavergne, Emilie Thomas, Sylvie Chabaud, David Perol, Joël Lachuer, Wenhua Lang, Waun Ki Hong, Patrick Goudot, Scott M Lippman, Chloé Bertolus, Pierre Saintigny

**Keywords:** oral preneoplasia, tumorigenesis, prevention, oral cancer, genome-wide expression profiles

## Abstract

A better understanding of the dynamics of molecular changes occurring during the early stages of oral tumorigenesis may help refine prevention and treatment strategies. We generated genome-wide expression profiles of microdissected normal mucosa, hyperplasia, dysplasia and tumors derived from the 4-NQO mouse model of oral tumorigenesis. Genes differentially expressed between tumor and normal mucosa defined the “tumor gene set” (TGS), including 4 non-overlapping gene subsets that characterize the dynamics of gene expression changes through different stages of disease progression. The majority of gene expression changes occurred early or progressively. The relevance of these mouse gene sets to human disease was tested in multiple datasets including the TCGA and the Genomics of Drug Sensitivity in Cancer project. The TGS was able to discriminate oral squamous cell carcinoma (OSCC) from normal oral mucosa in 3 independent datasets. The OSCC samples enriched in the mouse TGS displayed high frequency of *CASP8* mutations, 11q13.3 amplifications and low frequency of *PIK3CA* mutations. Early changes observed in the 4-NQO model were associated with a trend toward a shorter oral cancer-free survival in patients with oral preneoplasia that was not seen in multivariate analysis. Progressive changes observed in the 4-NQO model were associated with an increased sensitivity to 4 different MEK inhibitors in a panel of 51 squamous cell carcinoma cell lines of the aerodigestive tract. In conclusion, the dynamics of molecular changes in the 4-NQO model reveal that MEK inhibition may be relevant to prevention and treatment of a specific molecularly-defined subgroup of OSCC.

## INTRODUCTION

Personalization of prevention strategies may allow the decrease of morbidity and mortality of head and neck squamous cell carcinoma (HNSCC), the second most common smoking-related cancer after lung cancer [1]. Previous reports on head and neck premalignancy and chemoprevention have focused on oral squamous cell carcinoma (OSCC), the most common anatomical site of HNSCC. Although prospective evaluations of chemopreventive agents have not yet resulted in the development of an intervention that can be considered as standard of care, they allowed the identification of new biomarkers of OSCC risk in patients with oral premalignant lesions (OPL), the most validated one being loss of heterozygosities (LOH) at various sites [2–4].

Despite those efforts, the natural history of OPL remains poorly understood, as they may persist for years, regress spontaneously or after tobacco or alcohol cessation, or evolve into invasive SCC in about 20% cases over periods of up to 30 years [5–8]. A comprehensive characterization of the molecular changes occurring in OPL may improve our understanding of their natural history [7–10]. We have previously shown that gene expression profiles of OPL may improve the prediction of oral cancer [11]. However, the study was limited to patients treated with retinoids and to the analysis of a single baseline biopsy, which did not allow us to appreciate the dynamics of gene expression changes over time.

In order to address these limitations and to identify key molecular changes leading to the development of cancer, we sought to characterize the dynamics of gene expression changes in the 4-nitroquinoline 1-oxide (4-NQO) mouse model of human oral carcinogenesis that leads to the development of malignant SCC preceded by preneoplastic histological changes such as hyperplasia and dysplasia [12–16]. Progression of premalignant pathologic stages has been well described in this model [14], showing hyperplasia at first weeks after 4-NQO administration and then an increasing percentage of dysplasia and tumors, reproducing the multi-step tumor process observed in humans. This model represents a relevant model of human SCC as it is associated with genetic alterations similar to those observed with smoking exposure in HNSCC (*i.e.* EGFR overexpression) [13, 16]. However, the 4-NQO mouse model has not been extensively characterized at the molecular level.

In the present study, we characterized genome-wide expression changes in the 4-NQO mouse model and identified gene sets specific of sequential histological changes and demonstrated the relevance of those changes in human OSCC. An integrative analysis of the TCGA data showed that the 4-NQO model may represent a specific molecularly-defined subgroup of OSCC, and may be associated with patterns of drug sensitivity in human *in vitro* models of aerodigestive SCC. The study of the dynamics of gene expression changes during oral tumorigenesis may help refine prevention and treatment strategies.

## RESULTS

### Dynamics of gene expression changes during oral tumorigenesis in the 4-NQO mouse model

Nine mice treated by the 4 NQO as described elsewhere [14] and three control mice (non-treated) were selected for transcriptomic analysis. 

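4-nitroquinoline 1-oxide (4-NQO) is a carcinogen that forms DNA adducts and gives lesions of the mouse tongue that pass through hyperplasia and dysplasia to squamous tumors. The treated male CBA mice received it in drinking water at 100 ug/mL for 8 weeks, and the control mice did not. Epithelial cells were taken from tongue sections by laser microdissection, away from the stroma and muscle, and their RNA was amplified and hybridized to Affymetrix Mouse Gene ST 2.0 arrays, 1 array per mouse. The 12 arrays comprised 4 groups of 3 mice: normal mucosa, hyperplasia, dysplasia and tumor. The weeks given for the samples in the text stand in the sample labels as ages in weeks, with the same numbers. The authors processed the arrays with quantile normalization and the robust multi-array average (RMA) and deposited log2 values. The table holds 24479 probe sets, 1 per Entrez gene, of which 23281 have a gene symbol in the platform annotation and 1198 have none. The unnamed probe sets were tested and counted but are not named. From these log2 values, 24477 genes were tested between groups with limma, which fits 4 group means with 1 shared estimate of the spread on 8 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg. On simulated tumor and normal values, limma called 33.8% of the genes changed by 1 on the log2 scale, 75% of those changed by 2 and 100% of those changed by 4, with 5 false calls among 24477 genes. An exact permutation test of 3 mice against 3 cannot give a p below 0.1. The rule of the study, an absolute log2 difference over 1 between group means, takes no account of the spread between mice, and both counts are given. Values from arrays have no counting depth, so the number of mice sets the precision. RNA was prepared on 8 different days for the 12 mice, and 1 of these days held a normal and a tumor sample. No hyperplasia sample shared a day with another stage, so the steps to hyperplasia and to dysplasia cannot be told apart from day differences.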

Total RNA extraction was performed from microdissected epithelial cells of tongue mucosa, including 3 normal mucosa from control mice (week 12, 20, and 24), 3 hyperplastic lesions (1 at week 16 and 2 at week 20), 3 dysplastic lesions (2 at week16, 1 at week 24) and 3 tumor samples (at week 16, 20 and 24) from the 4-NQO treated mice (Figure 1A). Median RIN was 7.55 (range 4.6-9.2) with no significant difference between normal, hyperplastic, dysplastic and tumor samples. 

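RNA integrity differed most between the normal and the tumor samples. The RIN was 5.83 ± 1.43 (SD, n = 3) in normal mucosa, 6.83 ± 1.6 in hyperplasia, 7.07 ± 1.62 in dysplasia and 8.43 ± 0.75 in tumors, a gap of 2.6 from normal to tumor. A permutation test over 100000 resamples among the 4 stages gave p = 0.197. Every tumor sample had a higher RIN than every normal sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The 4 samples with a RIN under 6 were normal 1, normal 3, hyperplasia 2 and dysplasia 1.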

RNA concentration ranged between 0.5 and 5.7 ng/μL, with a median of 1.2 ng/μL. All of the 12 samples passed the quality controls, were amplified and arrays were hybridized on Mouse Gene ST 2.0 Arrays. 

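The arrays had nearly the same distribution, with medians from 6.16 to 6.35 on the log2 scale. Pearson's r between arrays of 1 stage, across genes, ranged from 0.929 to 0.963, and over all pairs of arrays from 0.904 to 0.967. Dysplasia 1 had the lowest mean correlation with its own group, 0.934. At most 17 genes had identical values in a pair of arrays of 1 stage, so no array was a copy of another. Marker genes of cell types that microdissection was meant to exclude differed between samples. The mean of 20 skeletal muscle genes, such as Acta1 (skeletal actin) and Tnnc2 (fast troponin C), was 9.11 in normal 1, 6.06 in normal 2 and 8.17 in normal 3, and 6.83, 5.79 and 5.64 in tumors 1, 2 and 3. Acta1 itself was at 12.02 in normal 1 and 8.56 in normal 2. None of the 20 genes passed the test between tumor and normal mucosa, alone or adjusted over the list alone, and their median difference was -1.59 (adjusted p = 1.08e-05 by the camera test of limma with a preset correlation of 0.01, adjusted p = 0.334 with an estimated correlation). Of 16 fibroblast genes, 1 fell in tumors, Dcn (decorin) by 3.06 (standard error 0.59, adjusted p = 0.0243), and the median difference was -0.04. Of 12 endothelial genes, Cdh5 (VE-cadherin) rose by 1.33 (standard error 0.27, adjusted p = 0.0294). In dysplasia 1, genes of interferon response and antigen presentation had a mean of 9.23, against 7.07 in dysplasia 2 and 7.09 in dysplasia 3, and T and NK cell genes had a mean of 7.12, against 6.05 and 6.12.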

The technical information is detailed in Supplementary Table 1.

**Figure 1:**
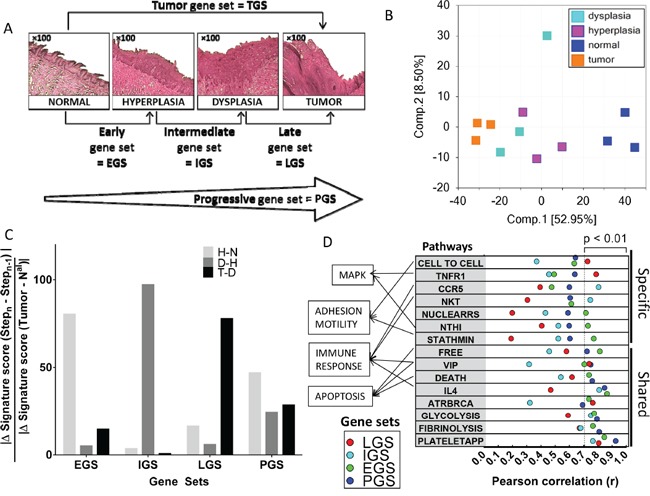
Dynamic gene expression changes during oral tumorigenesis in the 4-NQO mouse model and their association with canonical pathways **A.** Histologic changes during oral carcinogenesis in the mouse model and corresponding gene set for each step of this tumor process: normal, hyperplastic, dysplastic and tumor mucosa. **B.** Principal component analysis including the 12 samples and using whole-genome. **C.** An enrichment rate was computed for early (EGS), intermediate (IGS), late (LGS) and progressive (PGS) gene sets at each step of oral tumorigenesis, i.e. between normal and hyperplasia (H-N), hyperplasia and dysplasia (D-H), and dysplasia and tumor (T-D) (see Material and Methods section). **D.** Enrichment scores for EGS, IGS, LGS and PGS gene subsets were correlated with enrichment scores for 208 BIOCARTA pathways (see Material and Methods section); pathways with the strongest correlation at each step of oral tumorigenesis are shown and ranked according to the Pearson's r (F).

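Over all 24477 genes, normal mucosa stood at one end of the first principal component and tumors at the other, with hyperplasia and dysplasia between them. The mean position on this component, in log2 units of the component, was -52.9 ± 16.2 (SD, n = 3) for normal mucosa, 1.5 ± 16.3 for hyperplasia, 18.1 ± 17.0 for dysplasia and 33.3 ± 7.5 for tumors. Positions of hyperplasia, from -16.6 to 14.9, and of dysplasia, from 0.2 to 34.0, overlapped, as did those of dysplasia and tumors, which ranged from 25.5 to 40.5. Differences between stages made up 87.9% of the spread along the first component (permutation test over 100000 resamples, p = 0.00167). The first component held 26.9% of the variance and the second 13.4%. The second component did not separate the stages (permutation test, p = 0.642): it placed dysplasia 1 at 79.5 and all other samples between -13.8 and 2.0.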

A principal component analysis (PCA) of the 12 samples using whole-genome expression profiles demonstrated strong patterns of normal mucosa, hyperplastic, dysplastic and tumors lesions as shown in Figure 1B. We then identified several sets of genes that were associated with histological changes (Figure 1A). Differential expression was defined by an absolute log2 fold-change (FC) >1. Each gene set was divided into an “UP” version for genes upregulated (log2 FC > 1) and a down (DN) version for genes downregulated (log2 FC <-1), respectively. Five mouse gene sets were defined and human orthologous genes were identified for each gene set, using the JAX and HUGO orthology resources [17, 18]. We first identified a set of genes differentially expressed between tumor and normal mucosa that we called the “tumor gene set” (TGS). 

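The largest rises in tumors were in S100a9 and S100a8, which encode the subunits of calprotectin, a protein made by stressed keratinocytes and by neutrophils. S100a9 rose 79.7-fold, from 6.39 ± 0.08 (SD, n = 3) in normal mucosa to 12.70 ± 0.37 in tumors, a log2 difference of 6.32 (standard error 0.39, adjusted p = 3.14e-05 from limma). S100a8 rose 31.8-fold (log2 difference 4.99, standard error 0.34, adjusted p = 4.43e-05). In the GRCm38.p6 annotation they are neighbouring genes on chromosome 3. None of 12 other neutrophil genes was called, and their median difference was -0.11. Sprr2i and Sprr2d, which encode small proline-rich proteins of the cornified envelope, rose by 4.76 and 4.48 (adjusted p = 0.0129 and 0.0476), the membrane protease gene Tmprss11b by 3.70, the aldo-keto reductase gene Akr1b8 by 3.47, Glyat by 3.38, the cystine transporter gene Slc7a11 by 3.22, the microRNA gene Mir31 by 3.12 and the mannosidase gene Man1a by 2.75.
Large falls were in genes of the hard keratinization of filiform papillae, the cone-shaped projections of the dorsal tongue. Krtap4-2, a keratin-associated protein gene, fell by 7.85 on the log2 scale (standard error 0.90, adjusted p = 0.00244), from 11.03 ± 0.58 to 3.19 ± 0.29. Krtap13, Krtap2-4, Krtap4-6, Krtap4-1, Krtap4-7, Krtap3-3 and Krtap3-1 had differences from -6.75 to -5.86. Lyg1, a lysozyme-like gene, had a difference of -8.12 (adjusted p = 0.00588), and Serpinb3c, a serine protease inhibitor gene, had -6.35. Of 19 measured hard keratin and keratin-associated protein genes of filiform papillae, 13 fell and none rose (17 fell adjusted over the list alone), with a median of -4.09 (adjusted p = 8.44e-17 by camera, adjusted p = 0.266 with an estimated correlation, adjusted p = 0.024 by fry). Tumor values of Krtap4-2, from 2.89 to 3.46, and of Lyg1 in tumors 1 and 2, 3.25 and 3.05, lie near the 5th percentile of the tumor arrays, 3.02 to 3.04, while Lyg1 was at 4.70 in tumor 3, so that the sizes and the order of such falls depend on the background. Krtap, Sprr2 and Serpinb3 genes belong to families of near-identical copies whose probes can share signal. In all, limma called 182 genes higher and 301 lower in tumors, and no called gene had overlapping groups. 5701 genes had no overlap, 23.3% of those tested, where chance gives 10%. By the rule of the study, 587 genes were higher and 756 lower by more than 1, of which limma called 149 and 276. RIN was higher in the tumor group, and with RIN as a covariate limma called 5 genes higher and 12 lower, while 100% of the 483 differences kept their direction. These genes were called on the same samples with no overlap between groups, so a kept direction says little about an effect of RIN. Without normal 2 the calls were 50 and 90, and without dysplasia 1 they were 285 and 436.

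**Figure D1:**
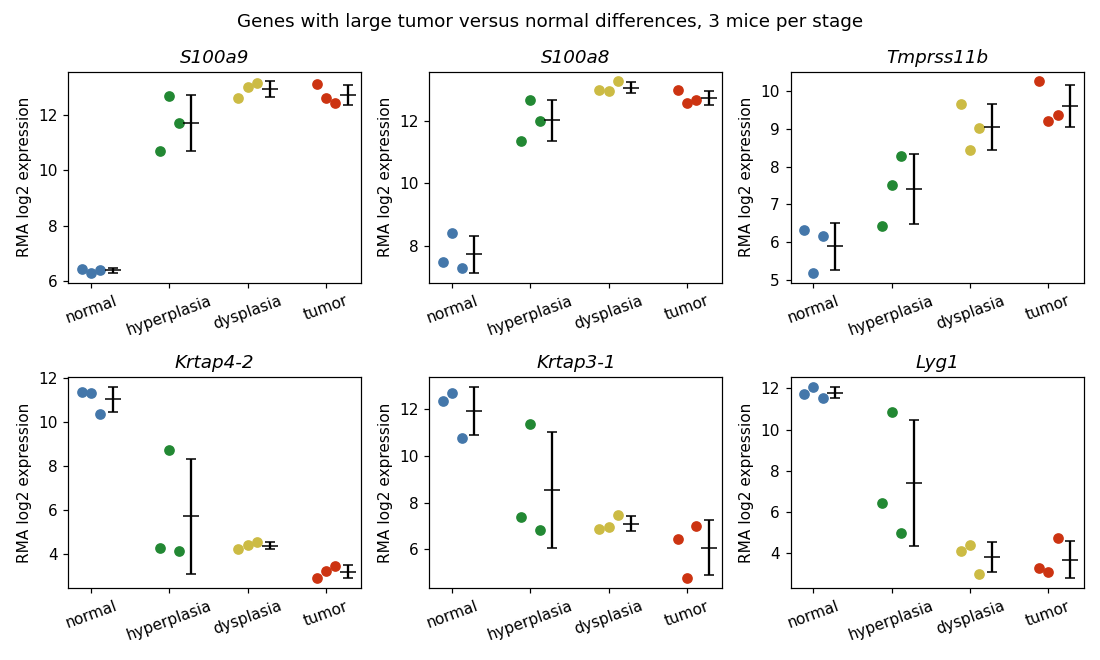
RMA log2 expression of S100a9, S100a8, Tmprss11b, Krtap4-2, Krtap3-1 and Lyg1 (vertical axes) in normal, hyperplasia, dysplasia and tumor samples (horizontal axes). Each point is 1 mouse, and the black bar beside each group is the mean ± SD of 3 mice. S100a9 lies between 6.29 and 6.45 in the normal samples and between 12.41 and 13.11 in the tumors.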

TGS included 584 and 753 mouse genes that were up- and down-regulated genes in tumors, respectively, and that correspond to 514 and 508 human orthologous genes respectively (Supplementary Table 2). 

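With the 1343 genes whose tumor and normal means differed by more than 1, the order of the stages along the first component was the same as with all genes. The mean position was -41.5 ± 7.1 (SD, n = 3) for normal mucosa, -0.6 ± 13.4 for hyperplasia, 15.2 ± 8.3 for dysplasia and 26.9 ± 5.6 for tumors. Differences between stages made up 92.4% of the spread along it. Positions of hyperplasia ranged from -14.9 to 11.6 and those of dysplasia from 7.0 to 23.6, so that these stages overlapped here too. The first component held 55.3% of the variance of these genes and the second 8.9%. These genes were chosen on the same samples, which places normal and tumor samples apart by construction.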

A PCA of the 12 samples using TGS demonstrated a similar pattern as the one observed using whole-genome expression profiles (Supplementary Figure 1A).

In order to capture the dynamics of gene expression changes during oral tumorigenesis, we subsequently divided the TGS set into four non-overlapping gene subsets: the “early” (EGS), the “intermediate” (IGS) and the “late” (LGS) gene subsets, which represented the changes observed at each step of oral tumorigenesis (i.e. hyperplasia vs. normal mucosa, dysplasia vs. hyperplasia and tumor vs. dysplasia respectively). Genes included in EGS, IGS and LGS were differentially expressed at a given stage of oral tumorigenesis but not differentially expressed at any previous stage. 

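Both calprotectin genes were already higher in hyperplasia, and Slc10a4l and Gngt1 were already lower. S100a9 was 5.31 higher in hyperplasia than in normal mucosa (standard error 0.39, adjusted p = 0.000237 from limma) and S100a8 was 4.27 higher (adjusted p = 0.00027). Slc7a11, which imports cystine for glutathione synthesis, rose by 3.44 (adjusted p = 0.0254), Apex2, an apurinic endonuclease gene, by 1.70 and Lrrc8b by 1.47. Among the genes that fell, Slc10a4l had a difference of -4.59 (adjusted p = 0.000378), Gngt1 of -3.70 (adjusted p = 0.00104) and Cyp2f2 and Fmo2, which encode a cytochrome P450 and a flavin monooxygenase, of -4.11 and -3.96. The hyperplasia means of Slc10a4l and Gngt1, 3.02 ± 0.67 (SD, n = 3) and 3.37 ± 0.82, lie near the 5th percentile of the hyperplasia arrays, 3.03 to 3.10, so that the sizes of these falls depend on the background. The list of 23 genes of xenobiotic and oxidative stress metabolism had a median of 0.75 at this step (adjusted p = 6.79e-06 by camera, adjusted p = 0.36 with an estimated correlation), and endothelial marker genes, which belong to another cell type, of 0.58 (adjusted p = 4.17e-06 by camera, adjusted p = 0.253 with an estimated correlation). Tmem45a2 fell by 3.84. Of the 19 hard keratin and keratin-associated protein genes of filiform papillae, 15 were in the early subset. The fall was not uniform among the mice. In hyperplasia 2, Krtap3-1 was at 11.37, within its range of 10.77 to 12.68 in normal mucosa, and Krtap4-2 was at 8.72. In hyperplasia 1 and 3, Krtap3-1 was at 7.41 and 6.83 and Krtap4-2 at 4.27 and 4.13. Limma called 5 genes higher and 11 lower in hyperplasia, with 2390 genes at an unadjusted p under 0.05. Without hyperplasia 2 the calls were 17 and 56, and without hyperplasia 3 they were 2 and 3. The early subset held 181 genes higher and 284 lower, and 16 of its 465 genes were called at this step.
The intermediate subset held 24 genes that were higher and 72 that were lower in dysplasia. Cornified envelope genes made up 10 of the lower genes, among them Hrnr (hornerin), at -2.69 from hyperplasia to dysplasia. Skeletal muscle genes made up 15 of them, 20.8%, with Acta1 at -3.08. As a list the 20 muscle genes had a median of -1.51 (adjusted p = 1.52e-10 by camera, adjusted p = 0.432 with an estimated correlation), and their mean did not separate the 2 stages (exact permutation test, p = 0.2). The mean of the muscle genes was 8.78, 8.03 and 6.31 in the hyperplasia samples and 6.00, 5.85 and 6.72 in the dysplasia samples. H2-K1, a gene of antigen presentation in the higher part, had a difference of 1.15. Limma called none of 24477 genes from hyperplasia to dysplasia, with 1112 at an unadjusted p under 0.05, 4.54% of those tested, and the methods' t-test after Benjamini-Hochberg called 0.
The late subset held 61 genes that were higher and 48 that were lower in tumors than in dysplasia. Hlf, a clock-output transcription factor gene, had a difference of 3.11 (adjusted p = 0.232), and the keratin gene Krt4 of -1.73. Limma called 1 gene at this step, the T cell receptor gene Cd3g, which fell by 2.76 (standard error 0.33, adjusted p = 0.0456), from 7.80 ± 0.26 (SD, n = 3) in dysplasia to 5.04 ± 0.12 in tumors, and 1553 genes had an unadjusted p under 0.05. Cd3g is not in the late subset, and 0 of the 109 genes of that subset were called at this step. With quantile normalization applied again, or with RIN as a covariate, no gene was called at this step. All 3 subsets were chosen on the samples in which they are described.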

The fourth gene subset, “progressive” gene set (PGS), represented changes acquired progressively during each step, that reached an absolute log2 FC > 1 in tumor vs. normal mucosa, but did not reach this FC at any individual steps of oral tumorigenesis (Supplementary Table 3). 

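Of the gene lists, that of activated keratinocytes had the most members in the progressive subset, 4 higher and 3 lower of 17. The subset also held 1 of 14 basal keratinocyte genes and 2 of 15 genes of barrier lipids. Cdh3, which encodes P-cadherin of basal cells, rose by 1.80 in tumors (standard error 0.38, adjusted p = 0.0317 from limma), with steps of 0.62, 0.52 and 0.66. Aloxe3, a lipoxygenase gene of the epidermal barrier, fell by 2.00 (adjusted p = 0.0298), and Sptlc3, a gene of ceramide synthesis, fell from 9.03 to 7.53 (adjusted p = 0.041). Defb4, a beta-defensin gene, fell by 1.42 (adjusted p = 0.0368). The subset, taken as the genes with no step beyond 1 and every step in the direction of the whole difference, held 181 genes that were higher and 225 that were lower in tumors. Limma called 127 of these 406 genes between tumor and normal mucosa. Without the condition on the direction of each step it held 673 genes.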

EGS and PGS included the largest number of genes (Supplementary Table 2). 

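EGS held 34.6% of the 1343 genes of the TGS, PGS 30.2%, LGS 8.1% and IGS 7.1%. The remaining 140 higher and 127 lower genes met none of the 4 definitions. Genes of EGS passed the test between tumor and normal mucosa more often than those of the other subsets: limma called 46.9% of EGS, 31.3% of PGS, 18.3% of LGS and 12.5% of IGS. The difference between these percentages was not tested, since the subsets were defined on the same differences. Ube2c, Cdc20 and Cdk1 of the cell cycle were in EGS, as were Slc2a1, Fosl1 and Ccl2. Krt4 and Serpinb3a were in LGS, and Cdh3 and Aloxe3 in PGS. LGS ranged from 97 genes without dysplasia 1 to 207 without tumor 3.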

Details of the genes included in each gene set are provided in Supplementary Table 4.

In order to gain insight on the biological significance of genes differentially expressed in mice tumors vs. normal mucosa, a gene set enrichment analysis (GSEA) was performed to determine whether an *a priori* defined set of genes showed statistically significant differences between tumor vs normal samples [19]. The log_2_ FC was used to successively analyze a total of 4,722 “curated gene sets” (C2) and 189 “oncogenic signatures” (C6) available from the MSigDB [19]. 

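Some genes of mitosis rose in tumors. Of 29 measured genes of mitosis and the G2/M transition, 9 rose and none fell (19 rose adjusted over the list alone), and all had a difference above 0, from 0.24 to 1.93. Ube2c, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, rose 3.81-fold, from 8.61 ± 0.03 (SD, n = 3) to 10.54 ± 0.51 (log2 difference 1.93, standard error 0.28, adjusted p = 0.00869 from limma). The spindle checkpoint gene Bub1 rose by 1.53 (adjusted p = 0.045), Cdk1, the kinase that drives mitotic entry, by 1.48 (adjusted p = 0.0342) and the anaphase activator gene Cdc20 by 1.45 (adjusted p = 0.0476). The median difference of the list was 1.06 (adjusted p = 2.15e-19 by the camera test of limma with a preset correlation). It was not called with the correlation estimated from the samples (adjusted p = 0.32 with an estimated correlation), and fry, which does not compare it with other genes, gave an adjusted p = 0.0424. The steps were not all upward: the median was 0.65 from normal mucosa to hyperplasia, -0.16 from hyperplasia to dysplasia (adjusted p = 0.0115 by camera, adjusted p = 0.701 with an estimated correlation; 0.06 without normal 1 and dysplasia 1, an alternative added after the data were seen) and 0.56 from dysplasia to tumor, with no member called at any step. Of 29 genes of DNA replication and S phase, none was called, with 0 adjusted over the list alone. Their median was 0.42 (adjusted p = 3.01e-06 by camera, adjusted p = 0.32 with an estimated correlation), with steps of 0.30, -0.26 (adjusted p = 0.00385 by camera, adjusted p = 0.67 with an estimated correlation) and 0.33, and the members with the largest differences were Rrm1, a subunit of ribonucleotide reductase, at 7.58 in normal mucosa and 8.68 in tumors (adjusted p = 0.114), and Gins1, with a difference of 1.02 (adjusted p = 0.15). RIN was higher in the tumor samples, and with RIN as covariate no mitosis gene was called. Over all genes called higher in tumors, the covariate took the median difference from 1.33 to 1.21. The median standard error of all 483 calls went from 0.293 to 0.369. A lost call alone does not show that RIN accounts for the rise.

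**Figure D2:**
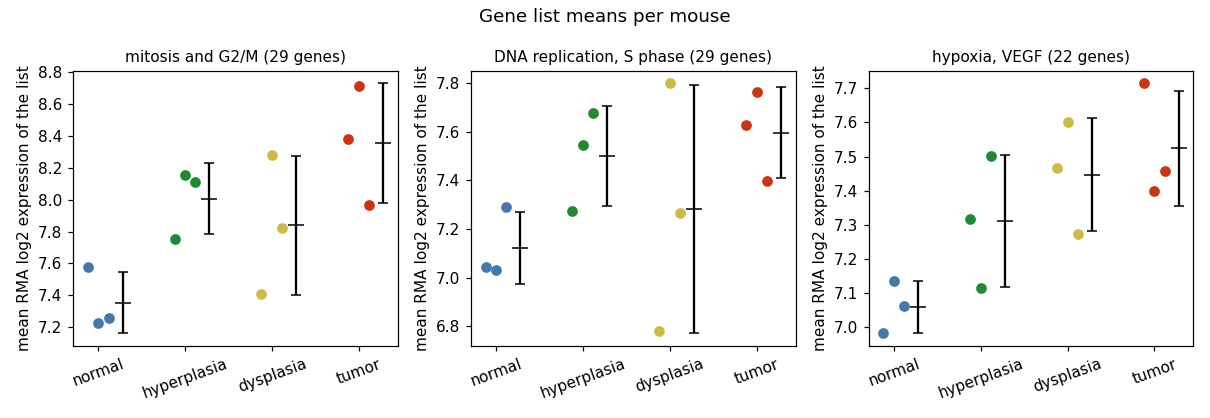
Mean RMA log2 expression (vertical axes) of 29 genes of mitosis and G2/M, of 29 genes of DNA replication and S phase and of 22 genes of hypoxia and VEGF signalling, in normal, hyperplasia, dysplasia and tumor samples (horizontal axes). Each point is 1 mouse, and the black bar beside each group is the mean ± SD of 3 mice. The mitosis list lies higher in all 3 tumors than in the normal samples.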

The most significant gene sets with a positive enrichment score among “curated gene sets” were related to proliferation and cell cycle (Supplementary Figure 1B). 

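Some genes of EGFR and VEGF signalling rose in tumors, and the receptor gene Egfr and the ligand gene Vegfa were not among them. Over all genes, limma called 182 of 24477 higher in tumors, a smaller share than in either list here. Of 26 measured genes of EGFR ligands, receptors and ERK targets, 2 rose and none fell (5 rose adjusted over the list alone). Fosl1, an AP-1 transcription factor gene induced by ERK, rose 4.41-fold (log2 difference 2.14, standard error 0.40, adjusted p = 0.0208 from limma), and Ier3, an immediate early gene, rose by 1.54 (adjusted p = 0.0338). Egfr had a difference of -0.38 (standard error 0.19, adjusted p = 0.337). The median of this list was 0.15 (adjusted p = 0.0369 by camera, adjusted p = 0.32 with an estimated correlation). Of 22 genes of hypoxia, VEGF and angiogenesis, 2 rose and none fell (4 rose adjusted over the list alone). Slc2a1, which encodes the glucose transporter GLUT1, rose 4.23-fold, from 9.89 ± 0.19 (SD, n = 3) to 11.97 ± 0.32 (adjusted p = 0.0018), and Plod2, a collagen lysyl hydroxylase gene, rose from 5.46 to 7.36 (adjusted p = 0.0476). Vegfa had a difference of 0.60 (standard error 0.29, adjusted p = 0.317). The median of the list was 0.40 (adjusted p = 0.000508 by camera, adjusted p = 0.32 with an estimated correlation). Endothelial marker genes, which are not tumor cell genes, had a median difference of 0.38 in the same comparison (adjusted p = 0.0035 by camera, adjusted p = 0.32 with an estimated correlation, adjusted p = 0.39 by camera with RIN as covariate). The EGFR list was no longer called with quantile normalization applied again (adjusted p = 0.205 by camera), with dim probe sets left out (0.11) or with RIN as a covariate (0.051), nor without normal replicate 2 (0.0669), without tumor replicate 2 (0.182) or without tumor replicate 3 (0.0667). The curated and oncogenic gene sets of MSigDB were not used here, so these lists do not test the enrichment that the paper reports for them.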

EGFR and VEGF pathways were the most significantly enriched gene sets with a positive score, among the 189 “oncogenic signatures” (Supplementary Figure 1C).

We then used the single sample GSEA (ssGSEA) [19, 20] to compute an enrichment score (ES) for the four subsets (EGS, IGS, LGS and PGS) in each of the 12 mouse samples. The specificity of each gene subset for a given stage of oral tumorigenesis was confirmed by an enrichment rate calculated for each gene subset at each step, using the formula: |Δ GeneSet Score (Step_n_-Step_n-1)_| / |ΔGene Set score (Tumor-Nal)|. The rates of enrichment score for ESG, IGS, and LGS were 80%, 97% and 78%, respectively (Figure 1C). In contrast, the rate of ES of the PGS was well distributed across different steps of oral tumorigenesis (24%, 29% and 47%).

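On the samples from which the genes were chosen, the score of each subset differed most between the stages that define it. The EGS score, which sets the 181 higher genes of EGS against its 284 lower ones, was -0.193 ± 0.0412 (SD, n = 3) in normal mucosa, 0.126 ± 0.0815 in hyperplasia, 0.201 in dysplasia and 0.256 in tumors. The IGS score was -0.252 in normal mucosa and -0.191 ± 0.0819 in hyperplasia, then 0.0871 ± 0.0628 in dysplasia and 0.0694 in tumors. The LGS score was -0.231, -0.164 and -0.177 ± 0.0656 in the first 3 stages and 0.0739 ± 0.0847 in tumors. The share of the tumor minus normal difference that fell at the own step was 71.1% for EGS, 86.6% for IGS and 82.2% for LGS, with SDs between samples of 14.4, 22.7 and 24.9 percentage points. The genes were chosen for a difference at these steps in the same samples, so that separation of the scores there is built in and was not tested. The later steps of EGS took 16.7% and 12.2% (exact permutation test, p = 0.4 for both). Scores were computed by single-sample GSEA with a rank weight of 0.75, as the score of the UP genes minus that of the DN genes. When the subsets were derived from 2 mice per stage and scored on the third, the rate at the own step was 63.0% for EGS, 12.1% for IGS and 28.9% for LGS. At the step to hyperplasia the held-out rate of EGS was 1.8 percentage points above the next, that of IGS. The own step then had the smallest of the 3 rates for IGS, which had 61.2% at the step to hyperplasia and 26.7% at the step to tumor, and for LGS, which had 35.8% and 35.3% at its earlier steps. The held-out difference at the own step was above 0 in 3 of 3 replicates for EGS, in 1 of 3 for IGS and in 2 of 3 for LGS. Muscle marker genes make up part of the lower genes of IGS, and without them the rate was 84.2%. The remaining genes were chosen for the same step in the same samples, so this rate does not show whether muscle matters for IGS. From the share of the score that changes at each step, the paper reasons that each subset is specific for its stage of oral tumorigenesis.

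**Figure D3:**
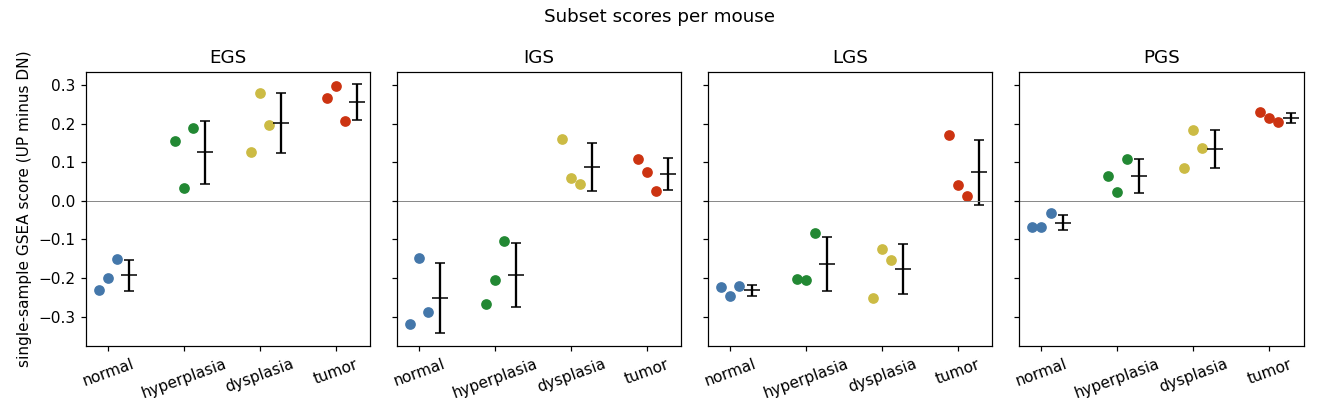
Single-sample GSEA score (UP minus DN, vertical axis) of EGS, IGS, LGS and PGS in normal, hyperplasia, dysplasia and tumor samples (horizontal axes). Each point is 1 mouse, the black bar is the mean ± SD of 3 mice and the grey line is a score of 0. The mean of LGS is -0.177 in dysplasia and 0.0739 in tumors.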

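The mean PGS score was higher at each later stage: -0.0562 ± 0.0204 (SD, n = 3) in normal mucosa, 0.0649 ± 0.0435 in hyperplasia, 0.135 ± 0.0497 in dysplasia and 0.215 ± 0.0128 in tumors. The step to hyperplasia took 44.6% of the whole difference, the step to dysplasia 25.7% and the step to tumor 29.6%, with SDs between samples of 12.5, 17.2 and 13.4 percentage points. The scores of hyperplasia and dysplasia samples overlapped. With subsets derived from 2 mice per stage and scored on the third, the rates were 51.1%, 17.2% and 31.7%. PGS genes were selected to move at every step on these samples, so a spread over the steps follows in part from the definition. Among them, Plau, the urokinase gene of invading epithelium, had steps of 0.95, 0.76 and 0.005 (adjusted p = 0.0601 between tumor and normal mucosa from limma), and Tnfrsf10b, a TRAIL death receptor gene, had steps of 0.73, 0.71 and 0.31.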

In order to test the biological significance of EGS, IGS, LGS and PGS in the 12 mouse samples, we computed their enrichment score and tested their correlation with the enrichment score for 208 Biocarta pathways. 

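Of 203 BioCarta pathways with a complete member list, 44 had a score correlated with that of at least 1 subset at a permutation p under 0.01 over the 12 samples, and 32 of these had such a correlation above 0. The strongest was PLATELETAPP, the platelet amyloid precursor protein pathway, with PGS (r = 0.891, permutation p = 0.00017). GSK3, a pathway of Wnt and AKT signalling, had r = 0.881 with IGS (permutation p = 7e-05), and ATRBRCA, a pathway of the DNA damage response, had r = 0.816 with EGS (permutation p = 0.00084). The family held 812 correlations, of which 75 had a p under 0.01, 55 above 0 and 20 below, where chance gives 8.1. After Benjamini-Hochberg adjustment over the family none of the pathways had a value under 0.05, and the lowest was 0.0568. Both measures change with stage, so samples of different stages can give a correlation without any relation within a stage. With the stage means removed, 18 pathways had a permutation p under 0.01 for at least 1 subset, and among the 9 treated mice 13 did. At most 3 samples share a preparation day, which is too few for a correlation within days. 5 of 15 pathways shown in Fig. 1D had under 80% of their members among the measured genes.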

We found 15 pathways correlated with at least one gene set using a *P* <0.01 (see Supplementary Tables 5 and 6) (Figure 1D). Two of the pathways involve the mitogen-activated protein kinases (MAPK) signaling pathways. The first one, “NTHI”, corresponds to an inflammatory response through the activation of NF-κB and p38/MAPK and was mostly correlated with EGS (r=0.73, *P*=0.0070). 

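No gene of NTHI, the response to nontypeable Haemophilus influenzae through NF-kB and p38, was called between normal mucosa and tumors. Limma called 483 of 24477 genes there, a share at which a pathway of this size can hold none. Of 24 members 21 were measured, and their median difference was 0.13. The largest was in Il1b, which encodes interleukin 1 beta, 1.57 higher in tumors (standard error 0.37, adjusted p = 0.0533 from limma), with 1.35 of it from normal mucosa to hyperplasia. Nfkbia, which encodes an inhibitor of NF-kB, had a difference of 0.64 (adjusted p = 0.219). Over the 12 samples the NTHI score had r = 0.488 with the EGS score (permutation p = 0.11, adjusted over 812 correlations 0.331; Spearman's rho = 0.420, permutation p = 0.178). Without the 2 samples farthest from the median EGS score, r was 0.240. The correlation with IGS was 0.619 (permutation p = 0.0174), with PGS 0.344 and with LGS -0.004. Among the 9 treated mice r with EGS was -0.269, and with the stage means removed it was -0.306 (exact permutation test, p = 0.633). Without dysplasia 1 it was 0.807 (permutation p = 0.00513), and with a rank weight of 0.25 it was 0.668 (permutation p = 0.0145).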

The second pathway, “TNFR1”, involves apoptosis and the JNK/MAPK pathway, and was mostly correlated with LGS (r= 0.79, *P*=0.0023). 

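No gene of TNFR1, the pathway from the TNF receptor to caspases and JNK, was called between stages. Limma called 483 of 24477 genes between tumor and normal mucosa and 1 between dysplasia and tumor. At such shares a pathway of this size can hold no call, so the lack of calls is no evidence against it. Of 29 members 26 were measured, and the median difference between tumor and normal mucosa was 0.01. Tnfrsf1a, which encodes the receptor, had a difference of 0.76 (standard error 0.23, adjusted p = 0.11 from limma), with 0.52 of it from dysplasia to tumor (adjusted p = 0.782). Map2k4, which encodes a kinase upstream of JNK, had a difference of -0.53 (adjusted p = 0.284). The correlation of the TNFR1 score with the LGS score was r = 0.146 (permutation p = 0.658, adjusted over the family of 812 correlations 0.818; Spearman's rho = -0.140, permutation p = 0.666). It was -0.235 without the 2 samples farthest from the median LGS score. With the other subsets r was -0.155 for EGS, 0.024 for IGS and -0.106 for PGS. Leaving out single mice gave r with LGS from -0.124 without tumor 1 to 0.269 without dysplasia 1.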

Additional pathways correlated with the gene subsets were immune-related. “CCR5” and “NKT” were mostly correlated with the IGS (r=0.81, *P*=0.0016 and r=0.75, *P*=0.0053 respectively) while “IL4” pathway was highly correlated with EGS (r=0.86, *P*=0.0003), IGS (r=0.81, *P*=0.0014) and PGS (r=0.85, *P*=0.0005). 

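No gene of the NKT or the IL4 pathway was called between tumor and normal mucosa. With 483 of 24477 genes called there, pathways of this size can hold none by the overall share. NKT holds genes of T cell polarization, and IL4 the signal from the interleukin 4 receptor. Of NKT, 27 of 29 members were measured, with a median difference of -0.09, and Tgfb1 had 0.85 (standard error 0.26, adjusted p = 0.111 from limma). Of IL4, 8 of 11 members were measured: Il4 itself had a difference of -0.19 (adjusted p = 0.676) and the insulin receptor substrate gene Irs1 of -0.78 (adjusted p = 0.255).
The NKT score had r = 0.846 with IGS (permutation p = 0.00072; rho = 0.776, permutation p = 0.00438), and 0.756 without the 2 samples farthest from the median IGS score. Within stages the NKT correlation with IGS was 0.665 (exact permutation test, p = 0.0332) and among the 9 treated mice 0.736 (p = 0.0142 by the same exact test). With mean z scores in place of ranks it was 0.219. IL4 scores had an r below 0 with the subset scores, -0.343 for EGS (permutation p = 0.274; rho = -0.343, permutation p = 0.276), -0.430 for IGS (permutation p = 0.164; rho = -0.469, permutation p = 0.128) and -0.378 for PGS (permutation p = 0.226; rho = -0.406, permutation p = 0.192). Without the 2 farthest samples these were -0.532, -0.151 and -0.541. The adjusted values over 812 correlations were 0.0664 for NKT with IGS, and 0.547, 0.413 and 0.492 for IL4 with EGS, IGS and PGS. IL4 had under 80% of its members measured, with human symbols matched to mouse symbols by name only. Marker genes of T and NK cells were at their highest in dysplasia 1, and the r of NKT with IGS without that mouse was 0.823.

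**Figure D4:**
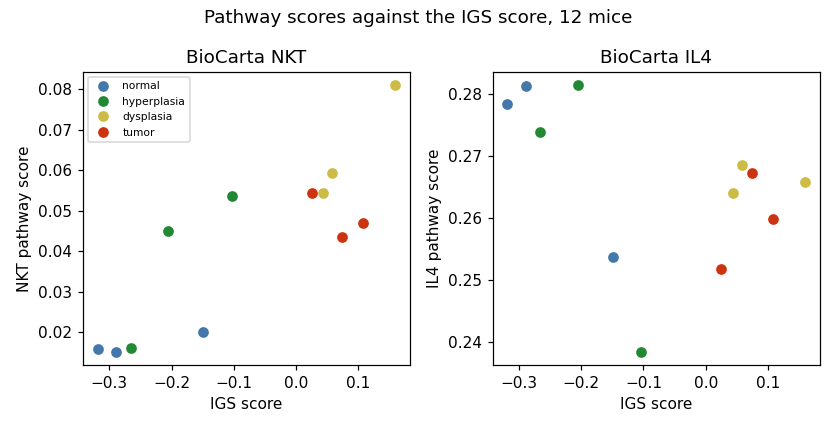
Single-sample GSEA scores of the BioCarta pathways NKT and IL4 (vertical axes) against the IGS score (horizontal axes). Each point is 1 mouse, coloured by stage. The r over the 12 mice is 0.846 for NKT and -0.430 for IL4.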

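1 gene that detoxifies peroxides, Gpx1, rose in tumors, while no gene of death receptor signalling was called. FREE is the pathway of free radical induced apoptosis, and 1 of 8 measured members, of 10, rose: Gpx1, which encodes glutathione peroxidase, by 1.00 (standard error 0.19, adjusted p = 0.0211 from limma). The glutathione genes Gsr and Gss had differences of 1.59 and 1.20 (adjusted p = 0.21 and 0.106), Xdh, xanthine dehydrogenase, had 1.11 (adjusted p = 0.167), and the median was 0.71. These 4 genes encode enzymes that produce or remove oxidants. None of 25 measured members of DEATH, of 33, was called, and the median was 0.11. With 483 of 24477 genes called in this comparison, 25 members can hold no call by the overall share. Under 80% of the members of DEATH were measured. Tnfrsf10b had a difference of 1.75 (adjusted p = 0.0795) and Casp6 of 1.11 (adjusted p = 0.151). Casp8 had a difference of 0.04 (standard error 0.29, adjusted p = 0.967) and Fadd of 0.29 (adjusted p = 0.477). The FREE score had r = 0.847 with EGS (permutation p = 0.00094, adjusted 0.0664; rho = 0.699, permutation p = 0.0143) and 0.749 with PGS (permutation p = 0.00343, adjusted 0.0702; rho = 0.629, permutation p = 0.0327). Without the 2 samples farthest from the median subset score these were 0.830 and 0.655. DEATH had r = 0.461 with EGS (permutation p = 0.131, adjusted 0.36; rho = 0.531, permutation p = 0.0794) and 0.562 with PGS (permutation p = 0.0591, adjusted 0.234; rho = 0.594, permutation p = 0.0452), and without 2 samples 0.548 and 0.636. With a rank weight of 0.25 DEATH had 0.601 with EGS (permutation p = 0.0391) and 0.713 with PGS (permutation p = 0.0108). All adjusted values are over 812 correlations. With the stage means removed, FREE had r = 0.213 with EGS and -0.008 with PGS, and DEATH -0.032 with EGS.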

Apoptosis was represented by “DEATH” and “FREE” pathways, mostly correlated with EGS (r=0.74, *P*=0.0061 and r=0.81, *P*=0.0013 respectively) and PGS (r=0.76, *P*=0.0041 and r=0.72, *P*=0.0078 respectively).

### The 4-NQO model derived TGS discriminates OSCC from normal mucosa and identifies OSCC with specific genomic alterations

In order to test the relevance of the 4-NQO model in human disease, we first determined whether the TGS was able to discriminate cancer vs. normal tissues in three datasets downloaded from public repositories, using array-based or RNAseq expression profiles (Supplementary Table 7). A PCA and unsupervised hierarchical cluster analysis was performed using the TGS in two independent human datasets: GSE9844 [21] and GSE30784 [22]. Two main clusters were observed in GSE30784 (Figure 2A): the first one included no normal samples (0/45), 89% (151/169) of tumor samples and 59% (10/17) of dysplastic samples, whereas the second one included all normal samples (45/45), 11% (18/169) of tumor samples and 41% (7/17) of dysplastic samples (Fisher's exact test *P* <0.0001). Similar results were obtained in GSE9844 (Figure 2B) with one cluster including 92% (24/26) of OSCC of the tongue and no normal mucosa, while the other one included 8% (2/26) of OSCC of the tongue and all the normal samples (Fisher's exact test *P* <0.0001). We then computed the enrichment score (ES) of each sample for the TGS using ssGSEA and consistently found higher ES in cancer vs. normal mucosa samples in GSE30784 (Figure 2C) and GSE9844 (Figure 2D). Interestingly, dysplasia had intermediate scores, some of them overlapping with tumors, while others overlapped with normal mucosa (Figure 2C). These results were validated in a TCGA set [23] of 221 OSCC and 24 normal mucosa samples (Figure 2E). 4-NQO is a DNA adduct-forming agent that serves as a surrogate of tobacco exposure. Interestingly, we evidenced that TGS ES scores were higher in smokers and drinkers (SD) compared to never-smokers and never drinkers (NSND) (*P*=0.0400) (Supplementary Figure 2).

**Figure 2:**
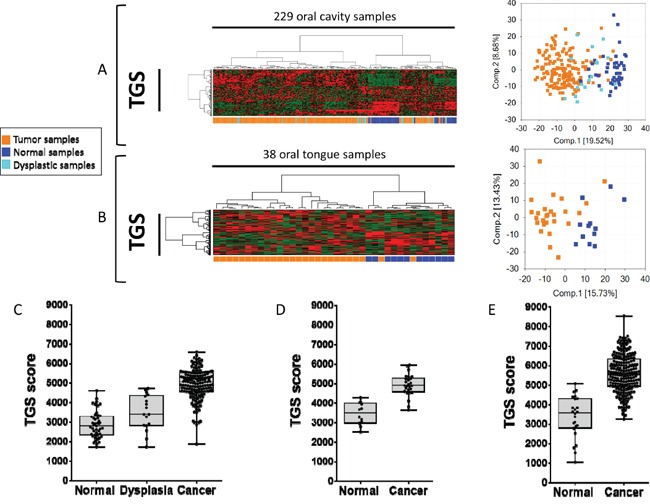
The tumor gene set (TGS) identified in the 4-NQO model of oral tumorigenesis is relevant to human disease and discriminates oral squamous cell carcinoma (OSCC) from normal mucosa samples Hierarchical clustering and principal component analysis (PCA) using the TGS in: a set of 45 normal oral mucosa samples, 17 oral dysplasia, 167 OSCC (GSE30784) [22]. **A.** and a set of 12 normal tongue samples and 26 Oral Tongue SCC (OTSCC) (GSE9844) [21] **B.** Enrichment scores (ES) were computed for the TGS in GSE30784 **C.**, GSE9844 (D), and in the TCGA set of 221 OSCC and 24 normal oral mucosa samples (E). Statistical significance was given by a Mann Whitney test **D and E.** or a Kruskal-Wallis test (C). We observed a significant difference (*P*<0.0001) between ES of normal, dysplastic and tumor samples in all datasets.

We then tested whether the 4-NQO model was representing a subgroup of OSCC. For this purpose, we performed an analysis integrating gene expression, mutation and copy number (CN) data available for 152 patients with OSCC in the TCGA. Although TGS ES was not associated with the percent of malignant cells, OSCC tumors were ranked according to the TGS ES (Figure 3). Tumors enriched for TGS were associated with copy number gains in 11q13.3, a region that includes in particular *FADD*, *MIR548K* and *PPFIA1*3. A significant correlation was found between the TGS ES and *FADD* absolute CN (r=0.27, *P*=0.0007) (data not shown). Using an absolute CN > 3 to define an amplification, we showed that OSCC harboring *FADD* amplification had a significant higher TGS score (*P*=0.0039). Furthermore, higher TGS ES were observed in OSCC from patients with *CASP8* mutations (*P*=0.0595) and WT *PIK3CA* (*P*=0.0319) (Figure 3B, 3C, 3D).

**Figure 3:**
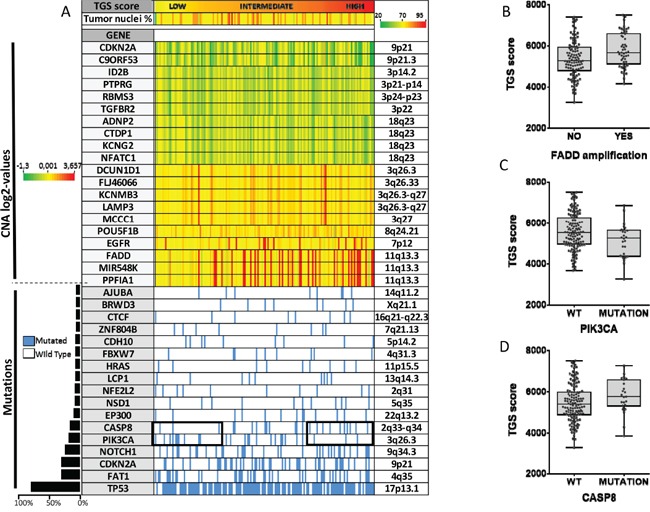
An integrated analysis reveals that human oral squamous carcinomas (OSCC) enriched for the mouse tumor gene set (TGS) harbor specific genomic alterations Copy number (CN) alterations, somatic mutation status and RNA sequencing data were analyzed for 152 patients with OSCC from the TCGA. Patients are represented by columns while specific genes are represented by rows. Tumors are ranked by the TGS enrichment score. The genes most frequently deleted (n=10) or amplified (n=10) in HNSCC, or that were found to be mutated in at least 5% of HNSCC (n=17) are shown (see Material and Methods section). Percent of malignant cells is shown below the TGS enrichment score **A.** TGS enrichment scores according to FADD amplification **B.** *CASP8* **C.** and *PIK3CA* **D.** mutation status are shown. Statistical significance was given by a Student's test (B) and a Mann-Whitney test (C, D). We found a higher TGS score in OSCC harboring FADD amplification (*P*=0.0039), CASP8 mutation (*P*=0.0595), and wild type PIK3CA (*P*=0.0319).

### The 4-NQO derived gene sets and their association with drug sensitivity patterns *in vitro*

We then investigated whether cell lines enriched for the 4-NQO derived gene sets were associated with specific patterns of drug sensitivity. For this, we used gene expression and drug sensitivity data downloaded from “The Genomics of Drug Sensitivity in Cancer” (GDSC) project [24, 25]. We selected cell lines established from SCC of the head and neck, esophagus and lung because they are included in the same cancerization field associated with cigarette smoking and they share common genomic alterations (Supplementary Table 8). EGS, IGS, LGS and PGS enrichment scores were computed in a total of 51 SCC cell lines and were correlated with the IC_50_ of 98 drugs. With a cut-off *P*-value of less than 0.01, we identified 14 drugs negatively correlated with at least one of the 4-NQO-derived gene sets. Most of them were inhibitors of the MAPK/ERK pathway and of the cell cycle (Figure 4A). The PGS ES was correlated with sensitivity to a variety of drugs. Those included an mTOR inhibitor (AMPK agonist) and an EGFR inhibitor (gefitinib), two targets that have been previously reported to prevent oral cancer development in the 4-NQO model [26, 27]. Interestingly, all four MEK1/2 inhibitors included in the panel of 98 drugs were significantly correlated with the ES for EGS, IGS and PGS subsets (Figure 4A). Consistent with the results obtained in the TCGA OSCC dataset (Figure 3A), and using drug sensitivity and CNA data from CCLE [28], we observed a trend for association of copy number gain in 11q13.3 with increased sensitivity to the two MEK1/2 inhibitors (PD-0325901 and AZD6244) (Figure 4B) tested in 37 head and neck, esophagus and lung cell lines (Supplementary Table 8). Considering cell lines with IC50 below 8μM to be sensitive to PD-0325901 and cell lines with IC50 above 8μM to be resistant to PD-0325901, we found higher miR548K copy number in sensitive cell lines (*P*=0.0421) (Figure 4C).

**Figure 4:**
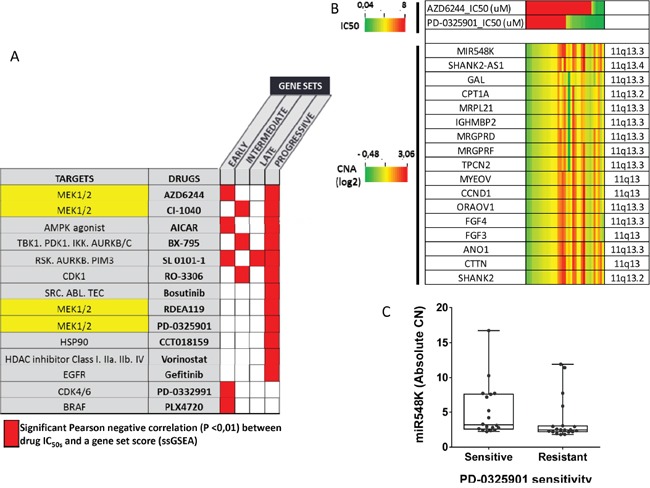
Correlation of enrichment scores for early (EGS), intermediate (IGS), late (LGS) and progressive (PGS) gene subsets with *in vitro* sensitivity to 98 drugs in established squamous cell carcinoma cell lines from the head and neck, esophagus and lung **A.** Enrichment scores for EGS, IGS, LGS and PGS were computed in 22 head and neck, 23 esophageal SCC and 6 SCC of the lung and correlated with the half maximal inhibitory concentration (IC_50_) of 98 drugs, downloaded from the GDSC [24]. Most significant negative correlations are shown in red (*P*<0.01). Main drug target(s) are shown. **B.** Using data from CCLE [28], we show the association of Copy Number (log2 values) in 11q13 and sensitivity to 2 MEK inhibitors (AZD6244, PD-0325901), in 37 cell lines (5 head and neck, 15 esophageal and 17 SCC of the lung). **C.** Then, we compared miR548K absolute copy number between sensitive cell lines to PD-0325901 (IC50 <8μM) and resistant cell lines (IC50>8μM). Copy number in miR548 K (region 11q13) is higher in sensitive cell lines (Mann Whitney test, *P*=0.0421)

### The 4-NQO derived gene sets in human OPL and their association with outcome

Finally, we tested whether patients with OPL (oral premalignant lesions) enriched for 4-NQO derived gene subsets were at higher risk of developing OSCC. Gene expression profiles of 86 OPL collected in a prospective cohort of 86 patients were used (GSE26549) [11]. In this study, 35 patients developed an OSCC as the median follow-up was 7 years (95% CI [5.6-8.6]). Enrichment scores of these 86 OPL were computed for TGS, EGS, IGS, LGS, and PGS. For each gene subset, 3 groups of patients were defined by dividing the ES into tertiles (low, intermediate, high score). The Kaplan Meier analysis revealed a tendency of association between a poor OCFS and higher ES for the EGS (Log-rank test p=0.0529) and PGS (Log-rank test p= 0.0495) (Figure 5). No significant association was found between OCFS and TGS, IGS and LGS (Supplementary Figure 3). (page 8)

**Figure 5:**
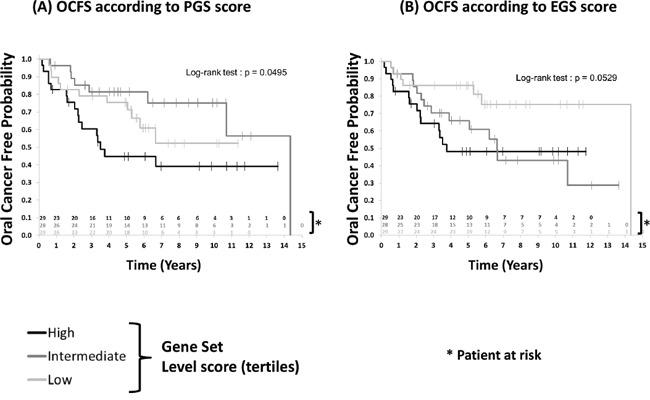
Patients with oral preneoplasia enriched for the mouse early (EGS) or progressive (PGS) gene sets and oral cancer free survival (OCFS) Enrichment scores were computed as detailed in in 86 patients with oral preneoplasia included in a chemoprevention trial (GSE26549) [11] (see Material and Methods section). Higher enrichment scores for EGS (*P*=0.0529) and PGS (*P*=0.0495) were associated with poor oral cancer-free survival. Statistical significance was given by the log-rank test.

Although univariate Cox analyses suggested a prognostic effect on OCFS of EGS ES (HR High vs Low =2.997 [1.149-7.816]; HR Intermediate vs Low=2.64 [1.013-6.878], p=0.0681) and PGS ES (HR High vs Low =1.711 [0.790-3.707]; HR Intermediate vs Low=0.604 [0.233-1.562], p=0.0681) respectively, multivariate analyses failed to confirm these results once adjusted on age and histology (Supplementary Table 9).

### Overview of the results obtained across datasets

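2 targets of NF-kB, Ccl2 and Bcl3, rose in tumors. None was called from normal mucosa to hyperplasia, where limma called 16 of 24477 genes, a share at which 21 genes can hold none. Of 21 measured NF-kB targets and inflammatory cytokines, 2 rose from normal mucosa to tumor and none fell (6 rose adjusted over the list alone). Ccl2, which encodes an attractant of monocytes, rose 6.70-fold, from 6.15 ± 0.34 (SD, n = 3) to 8.89 ± 1.23 (log2 difference 2.74, standard error 0.50, adjusted p = 0.0193 from limma). Bcl3, which encodes a nuclear cofactor of NF-kB, rose by 1.35 (standard error 0.26, adjusted p = 0.024 from limma), with steps of 0.83, 0.55 and -0.02. From normal mucosa to hyperplasia 4 rose adjusted over the list alone and the median was 0.29 (adjusted p = 0.000722 by camera, adjusted p = 0.253 with an estimated correlation). From hyperplasia to dysplasia the median was 0.13 (adjusted p = 0.038 by camera, adjusted p = 0.532 with an estimated correlation), and from dysplasia to tumor it was 0 (adjusted p = 0.981 by camera). Of 10 measured genes of the RAS, RAF, MEK and ERK core, none was called in tumors and none adjusted over the list alone, with a median of 0.12 (adjusted p = 0.354 by camera). With 483 of 24477 genes called in tumors, 10 genes can hold no call by the overall share. Map2k1 and Map2k2, which encode MEK1 and MEK2, had differences of 0.59 (adjusted p = 0.214) and -0.42 (adjusted p = 0.396). Targets of ERK and EGFR ligands had a median of 0.22 from normal mucosa to hyperplasia (adjusted p = 0.00318 by camera, adjusted p = 0.253 with an estimated correlation), of -0.09 from hyperplasia to dysplasia (adjusted p = 0.0296 by camera, adjusted p = 0.432 with an estimated correlation) and of 0.17 from dysplasia to tumor (adjusted p = 0.127 by camera, and 0.0142 without tumor replicate 1). Macrophage marker genes, which share inflammatory targets, had a median difference of 0.21 between tumor and normal mucosa, with C1qc 1.66 higher (adjusted p = 0.0129).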

In the 4-NQO model, enrichment of the NFKB pathway was observed at early stages, and the activation of MAPK/ERK signaling pathway, was enriched at both early (significant enrichment of the NTHI pathway) and late (significant enrichment of the TNFR1 pathway) stages (Figure 6A). Consistently, we found that *in vitro* (Figure 6B), sensitivity to inhibitors of the MAPK/ERK or NFKB pathways (IKK) were correlated to the ES of 4-NQO-derived gene subsets. Similarly, IL4 pathway, that involves activation of the cell cycle, was found to be enriched in the 4-NQO model, consistent with the efficacy of CDK4/6, CDK1, and AURKB/C inhibitors cell cycle inhibitors *in vitro*. A trend toward association of EGS and PGS with a poor OCFS is in favour of the clinical relevance of association of EGS and PGS with these biological pathways (Figure 6C). Finally, three pathways involving apoptosis were found to be enriched in the 4-NQO model, which was consistent with frequent *FADD* CN gains and *CASP8* mutations in OSCC enriched in TGS (Figure 6D).

**Figure 6:**
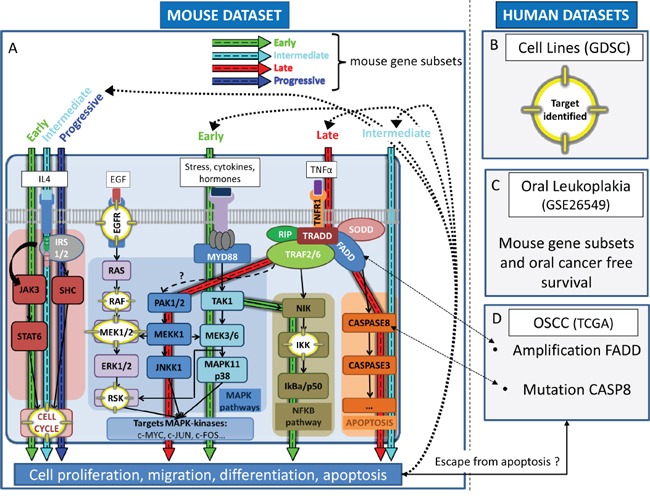
Overview of the dynamic expression changes observed in the 4-NQO model projected in pathways pertinent to human oral preneoplasia (OPL) and squamous cell carcinoma (OSCC) This figure shows the coherence between main molecular events occurring in the 4-NQO mouse model (EGS, IGS, LGS, PGS) and those involved in human oral preneoplasia and OSCC. Mitogen-activated protein kinase (MAPK), apoptosis, cell cycle, and the nuclear factor NF-κB (NFKB) pathways are dysregulated during oral tumorigenesis and were found to be correlated (p<0.01) with one or more of mouse gene subsets as indicated by blue (PGS), green (EGS), red (LGS) and turquoise (IGS) arrows respectively (A). Those correlations were consistent with drug sensitivity patterns in established squamous cell carcinoma cell lines; corresponding targets are highlighted (yellow) within the pathways **A, B.** Patients whom OPL were enriched for the mouse EGS were at increased risk of developing OSCC (borderline statistical significance) **C.** OSCC enriched for the mouse TGS harbor genomic features (amplification region 11q13) that may be associated with increased sensitivity to MEK1/2 inhibitors **D.** Abbreviations: TCGA: The Cancer Genome Atlas; GDSC: Genomics of Drug Sensitivity in Cancer; EGS: Early Gene Subset; IGS: Intermediate Gene Subset; LGS: Late Gene Subset; PGS: Progressive Gene Subset.

## DISCUSSION

By analyzing the dynamics of gene expression changes in the 4-NQO model of oral tumorigenesis and by projecting those changes in various human *in vitro* and *in vivo* datasets, we have shown that the 4-NQO is a relevant mouse model for human OSCC with frequent *CASP8* mutations and amplifications at 11q13.3, that may be sensitive to MEK inhibition. This work is in line with a recent observation of cross-species genomic conservation between preclinical models of HNSCC and HNSCC in humans [29]. We also illustrate the value of studying preclinical models of early tumorigenesis to help defining new strategies for prevention and therapy of HNSCC.

*CASP8* mutations have been reported in 8-10% HNSCC [30–32]. They are considered as either loss-of-function through suppression of apoptosis initiated by this apoptosis related-gene [30], or gain-of-function mutations conferring resistance to death receptor, or enhancing migration, invasion and tumor growth *in vitro* [32]. *CASP8* has been associated with *HRAS* mutations [31] and seems to define a subgroup of HPV-negative oral cancers recently identified by the presence of activating mutations in *HRAS*, inactivating *CAPS8* mutations and wild type *TP53* [33]. In our analysis, TCGA tumors enriched for the 4-NQO TGS were less frequently mutated for *PIK3CA*; which goes in line with the fact that *PIK3CA* mutations are found in 6-11% HNSCC, mostly in HPV-positive and especially in pharyngeal cancers [33–35]. These observations suggest that *CASP8* mutations may be involved in smoking-related tumorigenesis of the oral cavity, while *PI3KCA* may be more frequently involved in OSCC developing in the population of never smokers. The 4-NQO model may be pertinent to smoking-associated OSCC, but is likely not relevant to OSCC affecting non-smokers or HPV-associated oropharyngeal SCC.

Amplification in 11q13.3 was another genomic feature associated with OSCC enriched for the 4-NQO derived TGS. This region includes *MIR548K*, a microRNA recently characterized as a novel oncogene in esophageal squamous cell carcinomas (ESCC), a tumor entity that shares common risk factors and genomic alterations with HNSCC [36]. Depletion of *MIR548K* has been shown to suppress cellular growth and mobility, although its targets have not been reported. Targeting *MIR548K* may be relevant in the context of chemoprevention of tumors included in the same cancerization field.

The association between the enrichment mouse-derived gene subsets in OPLs validates the relevance of the 4-NQO model for the study of new chemoprevention agents. We observed a trend in association of the EGS and OCFS, suggesting that the key molecular events occur early during oral tumorigenesis. This observation is consistent with our previous report of a strong association between gene expression changes in OPL and the risk of developing OSCC, beyond clinical and pathological variables, including histological changes [11].

Beyond risk assessment, we seek to identify new candidate drugs for chemoprevention. The concept of field cancerization refers to the effects of chronic exposure to smoking and alcohol in patients with or without cancer, with progressive onset of molecular alterations in initially histologically and clinically normal epithelia [37]. The observation of the authors was that the grossly normal epithelium adjacent to the invasive carcinoma frequently demonstrated dysplasia or carcinoma *in situ*. Later, the concept of field cancerization was supported by the identification of similar genetic alterations in matched dysplastic and malignant lesions from the oral cavity [4]. The use of molecular markers has validated the concept of field cancerization. Within the context of the recently proposed paradigm termed “reverse migration”, we tested the association between the enrichment of SCC cell lines for mouse-derived gene sets with drug sensitivity in order to identify new candidate drugs that may also benefit patients in the context of prevention [38, 39]. We took advantage of the resources available from the GDSC project. We selected SCC cell lines from various anatomical sites, including the head and neck, esophagus and lung because they were all established from tumors included in the cancerization field. Most significant correlations were observed with inhibitors of the MAPK/ERK pathway and of the cell cycle. This was consistent with the results of the GSEA analysis in mouse showing a significant enrichment of gene sets involved in cell cycle and proliferation in agreement with a recent Gene Ontology analysis in the 4-NQO model [40]. The MAPK/ERK pathway includes many targetable kinases [41]. Interestingly, the ES for the PGS was associated with sensitivity to number of drugs, particularly inhibitors of the MAPK pathway including AZD6244 (MEK1/2), CI-1040 (MEK1/2), SL0101-1 (RSK, AURKB, PIM3), RDEA119 (MEK1/ 2), PD-0325901 (MEK1/2) and gefitinib (EGFR) targeting members of this signaling cascade. Some may affect predominantly the MAPK/ERK pathway while others affect the MAPK/JNK pathway, confirming that MAPK in an important node in OSCC. Although difficult in the prevention setting, combination therapies may help addressing the challenge of acquired resistance to EGFR inhibition for patients with HNSCC [42]. These observations suggest that MEK1/2 inhibition may be of interest to prevent OPL malignant transformation or to treat OSCC harboring *CASP8* mutation and/or an amplification at 11q13.3. Of note, our study was based on the analysis of a small number of mouse samples that may have hindered other significant pathways involved during oral tumorigenesis.

In conclusion, the study of the dynamics of molecular changes in the 4-NQO mouse model is relevant to identify new strategies for both the prevention of oral cancer development and the treatment of OSCC. In particular, MEK1/2 inhibition may be of interest to prevent the development of OSCC in patients with OPL or to treat patients with OSCC harboring a *CASP8* mutation and/or amplification at 11q13.3.

## MATERIALS AND METHODS

### Mouse specimens

The animal protocol was approved by the University of Texas M.D. Anderson Cancer Center Animal Care and Use Committee. A total of 52 male CBA mice were included in the study. 4-NQO was administered in half of them in their drinking water at the dose of 100 μg/mL for 8 weeks as described elsewhere [14]. Drink water was changed every week. Four mice treated with 4-NQO and four control mice were sacrificed every four weeks. Immediately following death, tongues were excised, longitudinally bisected, each half of the tongue was frozen on dry ice, embedded in OCT and stored at −80°C. By week 24, experiment was completed.

Sections of mouse tongues allowed to identify histologic changes associated with oral tumorigenesis including normal mucosa in untreated mice tongue, and hyperplasia, dysplasia, and tumor in 4-NQO treated mice tongue. Sections were 12 μm thick with a 6 μm section every 10 sections; all were stored at −80°C in order to preserve RNA quality. A half-tongue required about 100 slides with 2 sections per slide to be fully analyzed. Thinner sections were fixed in 70% ethanol and stained with hematoxylin & eosin (H&E) for a precise mapping of pathological changes by a veterinary pathologist (A.T.). Criteria used for histologic diagnoses were similar to those established in human [43]. Hyperplasia was defined by a thickened keratinized layer, with or without a thickened spinous layer (acanthosis), and an absence of nuclear or cellular atypia. Dysplasia was defined by enlarged nuclei and cells, large and/or prominent nucleoli, increased nuclear to cytoplasmic ratio, hyperchromatic nuclei, dyskeratosis, increased and/or abnormal mitotic figures, bulbous or teardrop-shaped rete ridges, loss of polarity, and loss of typical epithelial cell cohesiveness. As proposed by Hasina et al [14], the degree of dysplasia was not considered as it can be difficult even in human preneoplasia, with a high interobserver and intraobserver discordance rate [14, 44]. Biological triplicates of normal mucosa, hyperplasia, dysplasia and tumor from 3 different mice were selected for subsequent steps. Only typical pathological diagnoses were selected from mice that were sacrified at different time points, in order to avoid a potential bias due to the biological effect of age.

In order to limit our study to changes occurring in epithelial cells, we used an infrared laser microdissection system (Arcturus PixCell II®, Life Technologies, NY, USA) to isolate tongue epithelial cells from the underlying stroma and muscle. For microdissection, the 12-μm sections were stained with cresyl violet (Ambion® LCM staining kit, Life Technologies) that allows to preserve RNA quality. Microdissected cells on the cap were solubilized using a RLT lysis buffer and were subjected to total RNA extraction.

Total RNA extraction was carried out using the RNeasy Microkit® (Qiagen) and included an on-column DNase digestion. The RNA integrity number (RIN) was measured to evaluate the quality and quantity of each RNA sample, using the Agilent 2100 Bioanalyzer and RNA 6000 Pico Kit according to the manufacturer's instructions (Agilent Technologies, Santa Clara, CA, USA). Aliquots of RNA for genome-wide transcriptome analysis were prepared at the time of extraction. A total of 2 ng was used for RNA amplification using Ovation Pico WTA System v2 (NuGEN Technologies, San Carlos, CA, USA). Each amplified sense cDNA product was fragmented and biotinylated, using an Encore Biotin Module according to manufacturer's instructions (NuGEN Technologies). Each sample was hybridized onto a GeneChip Mouse Gene ST 2.0 Array (Affymetrix, Santa Clara, CA, USA) and imaged using the GeneChip Scanner 3000 7G (Affymetrix). Raw data were deposited in Gene Expression Omnibus (GEO) (GSE75421).

### Human datasets downloaded from public repositories for *in silico* analysis

Raw data of 3 independent datasets were downloaded from GEO. These included a set of 26 microdissected OSCC of the mobile tongue and 12 matching normal mucosa (GSE9844) [21]; a set of 167 OSCC, 17 unpaired oral dysplasia, and 45 oral cavity or oropharynx normal mucosa collected in patients who underwent a surgery for diseases other than cancer (GSE30784) [22]; and a set of 86 expression profiles from OPL biopsies collected prospectively in a chemoprevention trial, with a median follow-up of 7 years (95% CI [5.6-8.6]) and available outcome (GSE26549) [11]. A detailed description of these datasets is provided in Supplementary Table 7.

The Cancer Genome Atlas (TCGA) was queried [23] (last query in July 2014). Clinical and pathological information from 221 HPV negative OSCC and 24 matching normal oral mucosa were downloaded. Level 3 RNAseqv2 data were downloaded, corresponding to gene read counts that were generated from the IlluminaHiSeq platform and normalized using MapSplice [45] to do the alignment and RSEM [46] to perform the quantitation. Then a log2 transformation was performed. Mutation and copy number (CN) data were downloaded from cBioPortal [47]. Among genes found to be significantly mutated by MutSig, we selected those mutated in at least 5% of HNSCC. The putative copy number (−2, −1, 0, 1 or 2) and the log_2_ CN given by GISTIC for 310 genes with recurrent CN alterations (CNAs) in HNSCC were downloaded. Combined mutation and CN data was available for 152 patients with OSCC.

Gene expression raw data for 51 cell lines as well as drug sensitivity data (half maximal inhibitory concentration, IC_50_) for 144 drugs tested in those cell lines were downloaded as well from “The Genomics of Drug Sensitivity in Cancer” (GDSC) project [24, 25]. Combined expression profiles and drug sensitivity data were available for 98 drugs in 51 squamous cell carcinoma cell lines from the head and neck (n=22), the esophagus (n=23) and the lung (n=6). We also used drug sensitivity and copy number alteration data of 37 cell lines from Cancer Cell Line Encyplopedia [28]. Description of cell lines is provided in Supplementary Table 8.

### Bioinformatics analysis

Data analysis was performed using the Array Studio software (Omicsoft Corporation) and the Bioconductor packages in the R language (http://www.bioconductor.org) [48]. Raw data from microarrays were processed using quantile normalization and the robust multi-array average (RMA) algorithm and were log_2_ transformed [49]. Hierarchical cluster analysis using the Pearson correlation and Ward linkage method and principal component analysis (PCA) using the first 2 components were performed to provide an overview of the data and visualize the distribution of various samples according to the similarities between their expression profiles. Both analyses used either genome-wide expression profiles or specific gene sets as defined above.

Gene Set Enrichment Analysis (GSEA) was performed using the “pre-ranked” tool [19]. GSEA is a robust computational method that determines whether an *a priori* defined set of genes shows statistically significant differences between 2 biological states (in our case tumor vs. normal). GSEA aims to interpret large-scale expression data by identifying pathways and process. The input data for GSEA procedure were the following: i-a complete table of genes ranked according to the log_2_ transformed FC between tumor and normal mucosa, ii-a mapping file for identifying transcripts in the corresponding platform (GeneChip Mouse Gene ST 2.0 Array), and iii-a catalogue of functional gene sets from Molecular signature Database (MSigDB database v4.0 updated May 31, 2013, GSEA/MSigDB web site v4.02 released Jan 18, 2014). A total of 4722 curated gene sets (canonical pathway, chemical and genetic perturbations, BioCarta, GenMAPP, and KEGG gene sets) and 189 oncogenic signatures were available. Default parameters were used. Inclusion gene set size was set between 15 and 500 and the phenotype was permutated 1,000 times.

The single-sample GSEA (ssGSEA) projection tool from GenePattern [50] was used to compute separate enrichment scores (ES) for each sample of a given dataset using defined gene sets *i.e.* TGS, IGS, LGS, PGS subsets and BioCarta pathways from the Molecular Signature Database (MSigDB database v4.0 updated May 31, 2013; v4.02 released Jan 18, 2014, ref 20). The gene expression values for a given sample are rank-normalized, and an ES is produced using the empirical cumulative distribution functions of the genes in the gene set and the remaining genes [19, 20]. When UP and DN versions of a gene set are available, a combined score was computed. A rate of ES was computed for early (EGS), intermediate (IGS), late (LGS) and progressive (PGS) gene sets at each step of oral tumorigenesis: from “normal to hyperplasia” (H->N), from “hyperplasia to dysplasia” (D->H), and from “dysplasia to tumor” (T->D), using the following formula:

$$\frac{\left|\Delta \text{Gene set score}({\text{Step}}_{n}-{\text{Step}}_{n-1})\right|}{\left|\Delta \text{Gene set score}({\text{Tumor-N}}^{\text{al}})\right|}$$

### Statistical analysis

Unpaired two-sided Student's t-test or non-parametrical Mann-Whitney test were performed to compare continuous data between two groups and one-way ANOVA or Kruskal-Wallis test if more than 2 groups. Pearson's χ2 test or Fisher's exact test were used to analyze qualitative data. The Pearson Correlation Coefficient (r) was also estimated to measure the strength of a linear association between two continuous variables. The r coefficient can take values from +1 (positive association) to −1 (negative association). A value of 0 indicates no association.

About the analysis of the 86 samples from GSE26549 dataset, the median follow-up was estimated with the inversed Kaplan Meier method. Oral Cancer Free Survival (OCFS) distributions were estimated using the Kaplan-Meier method and compared with the Log-Rank test between groups of patients defined by tertiles of gene set enrichment scores (low, intermediate and high score). OCFS was defined as time from first biopsy to oral cancer or to the date of last follow-up (for censored patients). Univariate and multivariate Cox proportional hazard model, including age and histology, were built to investigate the potential association between the ES for TGS, EGS, IGS, LGS and PGS and oral cancer-free survival. All statistical tests were two-sided, and P-values <= 0.05 were considered to be statistically significant.

The statistical analysis was performed using GraphPad Prism version 6.00 (San Diego, SA) and SAS software version 9.3 (SAS Institute Inc, Cary, NC, USA).

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: The dynamics of gene expression changes in a mouse model of oral tumorigenesis may help refine prevention and treatment strategies in patients with oral cancer
**Source:** Oncotarget. 2016 Mar 24;7(24):35932–45. doi: 10.18632/oncotarget.8321
**Supplement:** Supplementary file 6

**Supplementary Table 8: Description of the cell lines used for *in silico* analysis**. Gene expression and drug sensitivity (IC50) data were downloaded from “The Genomics of Drug Sensitivity in Cancer” (GDSC) project (n=51) and the Cancer Cell Line Encyclopedia (n=37).

How the deposited data were processed for this re-analysis (not part of the article)

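Tongue epithelium of 12 mice was measured, 1 array per mouse: 3 normal, 3 with hyperplasia, 3 with dysplasia and 3 with tumors. The stage of each sample was taken from its label, and the RIN, the RNA concentration and the day of preparation from the supplementary table of samples. The values are log2 expression values that the authors made with quantile normalization and RMA on custom Entrez probe sets, as deposited; the versions of the software that made them are not stated. The annotation of the platform gives 1 gene symbol to 23281 of the 24479 probe sets and none to 1198, which were tested and counted but not named. 2 symbols have 2 probe sets, of which the one with the higher mean was kept, so that 24477 genes were tested. Of the symbols, 23156 were found in the RefSeq gene table of GRCm38.p6. The genome build behind the probe sets is not named, so no coordinates are given. Arrays have no sequencing depth; the signal over background and the number of mice limit the precision.

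Group differences were tested with limma 3.58.1 in R 4.3.3, as 4 group means in 1 fit over all 12 samples with empirical Bayes moderation (prior degrees of freedom 4.22, prior SD 0.296), and Benjamini-Hochberg adjustment over all genes of a contrast at 0.05. Every adjusted p of a gene is from limma unless another test is named. TGS, EGS, IGS, LGS and PGS were derived again from differences of group means over 1 on the log2 scale. PGS was taken as the TGS genes with no step beyond 1 and each step in the direction of the whole difference. Scores, principal components, permutation tests and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Scores are single-sample GSEA scores with a rank weight of 0.75, UP minus DN. A rate is the absolute difference of mean scores at a step as a percentage of the tumor minus normal difference. Pathway scores were computed for 203 BioCarta pathways with at least 3 measured members, taken from the supplementary member lists. Human symbols of members were matched to mouse symbols by name without case. A member whose mouse gene has another name, or no symbol in the annotation, was not counted as measured. 5 pathways with incomplete member lists, HIVNEF, MAPK, NFAT, PPARA and TCR, were left out, and the result of 1 further pathway is not reported here. Each correlation was tested with 100000 permutations, within stages with all 1296 orders of the samples and among treated mice with all 362880 orders. The DN part of LGS in the supplementary lists holds 48 of the 50 genes it states, so it was not used for tests of sets or overlaps.

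32 gene lists were set before the deposited values were examined, as were the tests, the contrasts, the rule for the genes to name and the alternatives, apart from those marked as added. Of these lists, 22 describe processes and keratinocyte states and 10 hold markers of other cell types. List tests used camera with a preset correlation of 0.01, camera with an estimated correlation and fry, all in limma. The genes named are the 10 with the largest rise and the 10 with the largest fall between tumor and normal mucosa among the limma calls with no overlap between groups; up to 5 in each direction for each step by the same rule; up to 4 called members of each gene list, or up to 2 with the largest differences where none is called; and mouse genes of human genes that the paper names. Members of BioCarta pathways were chosen for naming after their values were seen. The subset genes in the tables of the paper had been seen when the lists and the rule were written. The pathway results there had been seen when the rule was written. The subsets come from these same arrays, so the list tests are not independent of these data.

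The alternatives were quantile normalization applied again, the 30% dimmest probe sets left out, the mean of probe sets per gene, an intensity trend in the moderation, RIN as a covariate, the preparation day as a random or a fixed block, the replicate number as a block, fits of only the 2 groups compared, the methods' t-test with and without adjustment, other subset definitions, the gene lists and orthologs of the study, a rank weight of 0.25, mean z scores, subsets derived from 2 mice per stage and scored on the third, other choices of genes or scaling for the components, treated mice only, stage means removed, and each sample left out. Alternatives added after the data were seen left out normal 1 and dysplasia 1, the 4 samples with a RIN under 6, or the skeletal muscle genes. Without these 4 samples the normal group is 1 mouse, normal 2, which is assumed to vary like the mice of the other groups, so that values against normal mucosa rest on 1 array there. The limma fit was tested on simulated data, and so were the subset rule, the scores and the permutation tests, with 24 of 24 checks passed. Human tumors, cell lines, premalignant lesions, curated and oncogenic MSigDB sets and protein stains were not analysed here.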

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

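The tests of the skeletal muscle genes, the comparison of EGS with the other subsets and the comparisons with other splits of the samples were chosen only after the result was seen.

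The paper does not discuss S100a9 and S100a8, which were 6.32 and 4.99 higher in tumor than in normal mucosa, higher in 3 of 3 tumors than in every normal sample. Hard keratin and keratin-associated protein genes of filiform papillae, also outside its discussion, had a median of -4.09. Cd3g was at -2.76 from dysplasia to tumor. Genes of interferon response and antigen presentation had a mean of 9.23 in dysplasia 1, above every other sample. Skeletal muscle genes, markers of a tissue that microdissection was meant to leave out, had a median of -1.59 between tumor and normal mucosa.

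Other splits of the same samples were counted for each contrast of limma. For tumor against normal mucosa, 1 of 10 splits, the real one, had as many as 483 calls, and the highest other had 0; for hyperplasia against normal mucosa it was 1 of 10, with 16 calls against 0. For dysplasia against hyperplasia 10 of 10 had 0 calls (1112 genes at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment), and for tumor against dysplasia 3 of 10 had the real 1 or more, and the highest other had 1. These splits are too few for a share under 0.05. For 4-NQO-treated against normal samples 1 of 100 random splits had as many as 494 calls, and the highest other had 405. Among the 4 stages 2 of 100 had as many as the real 158, and the highest other had 172. For these 2 results the share was under 0.05. It rests on 100 groupings, the real one among them, and on a comparison chosen after the results were seen. Chance is therefore not excluded.

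RNA integrity was lower in the normal than in the tumor samples. The slope of the called genes on RIN within hyperplasia and dysplasia, times the RIN gap, gave a median share of 0.201 of the tumor minus normal difference. The share ranged from 0.14 without hyperplasia 2 to 0.228 without hyperplasia 1. The calls favour genes with a small spread within stages, hyperplasia and dysplasia among them, which by itself keeps such a slope small. The share therefore does not decide whether RNA integrity is the cause. With RIN as a covariate the median difference of the 483 calls went from 1.33 to 1.21 for the higher genes and from -1.84 to -1.58 for the lower ones, their median standard error from 0.293 to 0.369 and the residual degrees of freedom from 8 to 7, and 17 genes were called. The calls ended because the error grew while the differences shrank by less. A part of the difference that comes from RNA integrity and one that comes from the stage stay open, since both change together.

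Scores that change mostly at the own step of a subset can come from choosing genes on the same samples. For EGS the held-out rate of 63.0, with the difference above 0 in 3 of 3 replicates, argues against this as the whole cause of its step to hyperplasia. This step was the largest held-out step of every subset, at 61.2 for IGS, 35.8 for LGS and 51.1 for PGS. EGS lay only 1.8 percentage points above IGS and not above it in every replicate, so that selection and a step particular to EGS cannot be told apart. At its own step IGS was at 12.1, with held-out differences of -0.0962, 0.198 and -0.00766, and LGS at 28.9, with 0.131, -0.00572 and 0.0657, values that selection predicts, and for both the own step had the smallest of the 3 held-out rates. Held-out subsets rest on 2 mice per stage, and a biological step in dysplasia or tumor stays open for both.

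A candidate explanation for the skeletal muscle genes is muscle captured with the epithelium in some samples. The mean of the 20 genes ranged over 3.044 among the normal samples, with 20 of 20 higher in normal 1 than in normal 2, and over 2.47 in hyperplasia. Tnnc2 was at 11.82, 8.05 and 11.09 in normal 1, 2 and 3 and at 8.71 in tumor 1, and Acta1 at 11.55 in normal 3 and 9.02 in tumor 1. The lowest normal sample lay at -0.764 relative to the highest tumor, so the 2 groups overlapped. This gap rests on 1 sample of each group and is smaller than the range within tumors, 1.186. It therefore leaves a loss with stage in the epithelium open. The mean of the endothelial genes was higher in every tumor than in every normal sample, by at least 0.361, which argues against a larger share of all subepithelial tissue in the normal samples. The means of the fibroblast genes, with Dcn at -3.06, and of the Schwann cell genes, with a median of -0.34, were lower in every tumor than in every normal sample, so that a larger share of these cell types in normal mucosa stays open. Of the 20 genes, 17 are in the DN part of TGS, which was chosen on these samples, and laser microdissection would remove such tissue where it is complete.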

How the results depend on the processing

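The alternatives that leave out normal 1 and dysplasia 1, or the 4 samples with a RIN under 6, were chosen only after the data were seen. Without the 4 samples normal mucosa is 1 mouse, normal 2, and hyperplasia and dysplasia 2 mice each. The fit assumes that the lone sample varies like those of the other groups, so values against normal mucosa under that alternative rest on 1 array and show neither that a result withstands low RIN nor that it is lost to it. The cause of a change was not tested except where fewer samples, fewer genes or a larger standard error give it by construction. The direction of the tumor minus normal difference held for 100% of the 483 calls with RIN as a covariate, while the number of calls did not. The calls were chosen on these samples, so a kept direction says little about an effect of RIN.

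Counts of limma calls moved most. Genes higher in tumor than in normal mucosa, 182, were 313 with dim probe sets left out, 5 with RIN as a covariate, 5 with the preparation day as a fixed block (2 residual degrees of freedom), 119 without normal 1 and dysplasia 1 and 40 without the 4 samples of RIN under 6. Genes lower, 301, were 12 with RIN, 37 with the fixed block and 144 without the 4 samples. With the fixed block, tumor and normal mucosa are compared only within the day of tumor 1 and normal 2. Tumor and dysplasia are compared only within the day of tumors 2 and 3 and dysplasia 1. Counts with the fixed block are therefore unlike those of 3 mice against 3. The methods' t-test called 1550 higher and 1880 lower without adjustment, and 0 and 1 after Benjamini-Hochberg. From normal mucosa to hyperplasia, the 5 higher genes were 9 with an intensity trend, 3 with RIN, 930 by the methods' t-test and 0 after its adjustment. The 11 lower genes were 6 with RIN, 6 with the replicate block, 6 with only the 2 groups in the fit, 1151 by the methods' t-test, 0 after its adjustment, 6 without normal 1 and dysplasia 1 and 55 without the 4 samples. The limma calls dysplasia vs hyperplasia were 0, against 973 by the methods' t-test. The limma calls tumor vs dysplasia, 1, were 0 with quantile normalization again, 0 with RIN, 0 with the replicate block, 1393 by the methods' t-test and 0 after its adjustment, 72 with the fixed block, 2 without normal 1 and dysplasia 1 and 3 without the 4 samples. Among the 4 stages the 158 calls were 14 with RIN, 48 with the replicate block, 63 without normal 1 and dysplasia 1 and 91 without the 4 samples. The limma calls 4-NQO vs normal, 494, were 101 with RIN, 263 without normal 1 and dysplasia 1 and 153 without the 4 samples.

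Replicate numbers do not pair the samples. Pearson's r of the deviations of same-numbered samples ranged from -0.113 to 0.112, over 0.1 in 1 of 18 pairs, and 6 of 12 samples correlated best with their own number. With the replicate block limma called 171 genes higher and 262 lower in tumors. With the preparation day as a random block, whose estimated correlation was 0.113, it called 207 and 339. camera takes no random block, so that alternative was not run for the gene lists. The lists and orthologs of the study were not run for LGS.

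Leaving out 1 sample at a time, genes higher in tumors ranged from 50 (without normal 2) to 285 (without dysplasia 1), lower from 90 (normal 2) to 436 (dysplasia 1). From normal mucosa to hyperplasia, higher genes ranged from 2 (normal 1 or hyperplasia 3) to 17 (hyperplasia 2) and lower from 3 (hyperplasia 3) to 56 (hyperplasia 2). The 2 later steps ranged from 0 to 11 and from 0 to 2, each highest without dysplasia 1, the 4 stages from 9 (normal 1) to 270 (dysplasia 1) and the limma calls 4-NQO vs normal from 88 (normal 1) to 807 (dysplasia 1). LGS genes ranged from 97 to 207.

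EGS had 986 genes without the 4 samples, from differences to 1 normal array that is not averaged, and PGS 673 without the condition on direction. The held-out rates were 12.1 for IGS and 28.9 for LGS, while all other rates moved by less than their SD. The first component, 26.9%, held 32.3% without dim probe sets, 19.6% with each gene scaled, 55.3% with only TGS genes, 41.1% with the 1000 genes of largest variance, 28.6% without the 4 samples and from 24.0% (without normal 1) to 30.9% (without dysplasia 1) leaving out 1.

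Of the correlations, NTHI with EGS turned to -0.269 in treated mice and -0.306 with stage means removed, ranged from 0.365 to 0.807 leaving out 1 sample, and was 0.668 with a rank weight of 0.25 (permutation p = 0.0145). TNFR1 with LGS ranged from -0.124 to 0.269. NKT with IGS was 0.736 in treated mice, 0.665 with stage means removed and 0.219 by mean z score. DEATH with EGS turned to -0.032 with stage means removed, and with a rank weight of 0.25 DEATH was 0.601 with EGS (permutation p = 0.0391) and 0.713 with PGS (permutation p = 0.0108). FREE with EGS was 0.403 in treated mice and 0.213 with stage means removed, and FREE with PGS 0.297 and -0.008, and 0.652 (without normal 1, permutation p = 0.0215) to 0.821 leaving out 1. With 1 sample left out, 127 such values kept their direction and side of the threshold, 2 reversed, 2 were weaker and 1 was stronger.

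The gene list test of EGFR ligands, receptors and ERK targets had an adjusted p by camera of 0.205 with quantile normalization again, 0.11 without dim probe sets, 0.051 with RIN and from 0.00771 to 0.182 (without tumor 2) leaving out 1, and the hypoxia list 0.0749 without the 4 samples. Of gene list results under other alternatives 230 were the same, 17 weaker and 9 stronger, and of named genes 221 were the same and 56 weaker.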

Differences from the paper's values

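All alternatives in these comparisons were set before the data were examined. Correlations are given with their jackknife standard error over the 12 samples. This error measures the spread between mice. The paper's values come from the same 12 arrays, so the error serves here only as a yardstick and does not test whether the computations disagree.

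For TNFR1 with LGS the paper gives 0.79 and the value here is 0.146 (standard error 0.368). With mean z scores it was 0.448, within that error of the paper's value, while with treated mice only (0.263), stage means removed (0.054), quantile normalization again (0.162), the mean of probe sets (0.146), a rank weight of 0.25 (0.293) and each sample left out (-0.124 to 0.269) it was not. For NKT with IGS the paper gives 0.75 and the value here is 0.846 (standard error 0.081). With treated mice only (0.736), a rank weight of 0.25 (0.707), and without normal 1 (0.814), normal 2 (0.824), normal 3 (0.826), hyperplasia 1 (0.799) or dysplasia 1 (0.823) it was within the error, while with stage means removed (0.665), quantile normalization again (0.856), the mean of probe sets (0.846), mean z scores (0.219), the gene lists of the study (0.853) and any other sample left out it was not.

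For IL4 the paper gives 0.86 with EGS, 0.81 with IGS and 0.85 with PGS, and the values here are -0.343 (standard error 0.319), -0.430 (0.362) and -0.378 (0.292). Every alternative run left the sign negative: values ranged from -0.600 to -0.215 with EGS, from -0.665 to -0.112 with IGS and from -0.599 to -0.173 with PGS. None of them changed how human symbols were matched to mouse symbols, by name without case, which left 8 of 11 IL4 members. They therefore do not test this matching as a source of the difference.

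The paper counts 15 BioCarta pathways at p under 0.01, and 44 were found here by permutation, 32 of them with an r above 0. In the correlation table of the paper 26 pathways have a p under 0.01, and 15 of these an r above 0. Across all pairs of a pathway and a subset, the r here and the r of that table correlate at 0.559, and 72.2% have the same sign. No alternative was listed for this count. The tests with stage means removed and with treated mice only, which were set for the correlations, gave 18 and 13 pathways with an r of either sign. These counts measure another quantity than the paper's 15 and are not comparable with it.

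The first component holds about 53% of the variance in Fig. 1B of the paper, read by eye, and 26.9% here. With only the TGS genes (55.3%) and with the 1000 genes of largest variance (41.1%) the value was within 1.5 times of the paper's, while with quantile normalization again (26.7%), dim probe sets left out (32.3%), each gene scaled (19.6%) and any sample left out (24.0% to 30.9%) it was not. The second component holds about 8.5% in Fig. 1B, read by eye, and 13.4% here. With each gene scaled (11.7%), only the TGS genes (8.9%) and dysplasia 1 left out (10.5%) it was within 1.5 times, while with quantile normalization again (13.8%), dim probe sets left out (14.0%), the 1000 genes of largest variance (14.4%) and any other sample left out it was not.

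The paper assigns NTHI to EGS, and here its r was 0.488 with EGS and 0.619 with IGS; with a rank weight of 0.25 it was 0.668 with EGS (permutation p = 0.0145). The paper assigns DEATH to EGS and PGS, and here its r was 0.461 and 0.562, against 0.599 with IGS, with under 80% of its members measured; with a rank weight of 0.25 it was 0.601 with EGS and 0.713 with PGS. NKT and FREE had their highest r with the subsets that the paper names. Of the 15 pathways in Fig. 1D, 8 had a permutation p under 0.01 here for at least 1 subset.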

Other observations

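The comparisons within the shared preparation day, and those without normal 1 and dysplasia 1, were chosen only after the results were seen.

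Beyond filiform papillae, some genes of oral epithelial differentiation fell in tumors. Of 18 suprabasal keratinocyte genes 5 fell and none rose (9 fell and 2 rose adjusted over the list alone), with a median of -1.43 (adjusted p = 0.00082 by camera, adjusted p = 0.32 with an estimated correlation). Krt76, a keratin of the masticatory mucosa, fell by 4.90 (adjusted p = 0.024 from limma), Krt24 by 3.45, Krt4 by 2.97 and Krt78 by 2.54. Of 34 cornified envelope genes 9 fell and 1 rose (20 and 4 adjusted over the list alone), with a median of -1.35 (adjusted p = 5.41e-06 by camera, adjusted p = 0.32 with an estimated correlation). Crnn (cornulin) fell by 4.70 (adjusted p = 0.0018), Hrnr by 3.67 and Lce1d by 3.56, while Sprr2d rose. Of 15 genes of epidermal barrier lipids 2 fell (4 adjusted over the list alone), with a median of -0.45 (adjusted p = 0.00561 by camera, adjusted p = 0.366 with an estimated correlation, adjusted p = 0.0974 by camera without normal replicate 2). Of 14 basal keratinocyte genes 2 rose (4 rose and 1 fell adjusted over the list alone), Cdh3 and the integrin gene Itga6, by 1.68 (adjusted p = 0.0239), with a median of 0.40 (adjusted p = 0.00119 by camera, adjusted p = 0.341 with an estimated correlation). Of 17 genes of activated keratinocytes 4 rose and 2 fell (7 and 5 adjusted over the list alone), with a median of 0.64 (adjusted p = 0.00365 by camera, adjusted p = 0.32 with an estimated correlation). S100a9 and S100a8 are in this list, and Serpinb3a fell by 2.52 (adjusted p = 0.0174).

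Of 23 genes of xenobiotic and oxidative stress metabolism 3 rose (6 rose and 2 fell adjusted over the list alone), Akr1b8, Slc7a11 and the glutathione synthesis gene Gclm, by 1.63 (adjusted p = 0.0254), with a median of 0.64 (adjusted p = 0.000923 by camera, adjusted p = 0.32 with an estimated correlation). The mean of the list was 9.17 in tumor 2, 8.10 in tumor 1 and 8.08 in tumor 3, and without tumor replicate 2 the median was 0.32 (adjusted p = 0.0759 by camera); with RIN as covariate it was 0.30 (adjusted p = 0.0879). NF-kB targets had a median of 0.45 between tumor and normal mucosa (adjusted p = 1.82e-05 by camera, adjusted p = 0.266 with an estimated correlation). Of 12 glycolysis genes none was called by limma (4 rose adjusted over the list alone), with a median of 0.30 (adjusted p = 0.0369 by camera, adjusted p = 0.32 with an estimated correlation, adjusted p = 0.157 by camera without normal replicate 1 and 0.0503 without tumor replicate 2), Pgam1 at 1.57 (adjusted p = 0.0631) and Pfkm at -1.06 (adjusted p = 0.265). Of 23 genes of invasion and matrix proteases none was called (2 rose adjusted over the list alone), with a median of 0.33 (adjusted p = 0.00646 by camera, adjusted p = 0.32 with an estimated correlation), Plau at 1.71 and Inhba at 1.69 (adjusted p = 0.246). Of 19 mitochondrial respiratory genes none was called, with a median of 0.23 (adjusted p = 0.0133 by camera, adjusted p = 0.405 with an estimated correlation, and a median of 0.08 and adjusted p = 0.259 by camera without tumor replicate 2) and Cox7a2 at 0.52 (adjusted p = 0.225).

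Several lists had no call by limma and an adjusted p over 0.05 by camera between tumor and normal mucosa. The interferon and antigen presentation list (22 genes, 2 rose adjusted over the list alone) had a median of 0.20 (adjusted p = 0.0526 by camera), H2-K1 at 1.78 (adjusted p = 0.0876) and Cxcl9 at 1.73. With RIN as covariate its median was 1.11 (adjusted p = 4.44e-06 by camera). Dysplasia 1, where the mean of the list was 9.23, above every other sample, had a RIN of 5.2, against 8.0 in dysplasia 2 and 3. The value with RIN as covariate can therefore rest on 1 array and does not show a rise in tumors. The list of apoptosis and death receptors (23 genes, 5 rose and 1 fell adjusted over the list alone) had 0.13 (adjusted p = 0.0526; with RIN as covariate 0.35, adjusted p = 0.00226), p53 targets (16 genes) 0.17 (adjusted p = 0.0526) with Ccng1 at 0.86 (adjusted p = 0.213) and Plk2 at 0.79, and cytosolic ribosomal proteins (17 genes) 0.20 (adjusted p = 0.0526) with Rpl13 at 1.21 (adjusted p = 0.251). Circadian clock genes (16 genes, 2 fell adjusted over the list alone) had -0.36 (adjusted p = 0.162), with Hlf at 1.29 (adjusted p = 0.18) and Dbp at -1.13 (adjusted p = 0.0625). Mouse genes of the human 11q13.3 region (9 genes) had -0.004 (adjusted p = 0.931), with Shank2 at -0.35 (adjusted p = 0.674) and Ppfia1 at 0.06 (adjusted p = 0.926). Pik3ca, which the paper names in human tumors, had 0.05 (adjusted p = 0.933).

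Among markers of other cell types, T and NK cell genes (15) had a median of -0.005 (adjusted p = 0.929 by camera), with Cd2 at 0.63 (adjusted p = 0.471). With RIN as covariate this median was 0.58 (adjusted p = 0.0031 by camera). Dysplasia 1, with a RIN of 5.2, had the highest mean of this list, so that value can rest on 1 array. B and plasma cell genes (9) had a median of -0.11 (adjusted p = 0.931 by camera), with Cd79b at -0.54, melanocyte genes (6) -0.13 (adjusted p = 0.64), with Tyr at -0.39, Schwann cell genes (6) -0.34 (adjusted p = 0.128), with S100b at -0.75, and neutrophil genes (12) had Ly6g at -0.82 (adjusted p = 0.688). Of 14 salivary gland genes 1 fell, Bpifa1, by 0.84 (adjusted p = 0.0461; 2 fell adjusted over the list alone), with a median of -0.15 (adjusted p = 0.128 by camera).

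From hyperplasia to dysplasia the interferon list had a median of 0.99 (adjusted p = 1.37e-09 by camera, adjusted p = 0.432 with an estimated correlation), and 0.30 (adjusted p = 0.0784) without normal 1 and dysplasia 1. From dysplasia to tumor it had -0.74 (adjusted p = 1.4e-05 by camera, adjusted p = 0.564 with an estimated correlation), and -0.03 (adjusted p = 0.527) without these 2 samples. T and NK cell genes had 0.43 and -0.58 at these steps (adjusted p = 3.61e-08 and 2.98e-08 by camera, adjusted p = 0.432 and 0.553 with an estimated correlation), and 0.22 and -0.34 (adjusted p = 0.00838 and 0.000633 by camera) without normal 1 and dysplasia 1. The mean of this list was 7.12 in dysplasia 1 against 6.05 and 6.12 in dysplasia 2 and 3.

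Normal 2 and tumor 1 were prepared on 1 day. Between them, the muscle list had a median difference of 0.65, and the filiform papilla list of -5.35.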
